# TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients

**DOI:** 10.1371/journal.pone.0293983

**Published:** 2023-11-06

**Authors:** Hideto Taga, Tsunao Kishida, Yuta Inoue, Kenta Yamamoto, Shin-ichiro Kotani, Tsujimoto Masashi, Osamu Ukimura, Osam Mazda

## Abstract

Interstitial cystitis/painful bladder syndrome (IC/PBS) is a chronic disease for which no effective treatment is available. Transforming growth factor-β (TGF-β) is thought to be involved in the pathogenesis of IC/PBS, and previous studies have suggested that administrations of a TGF-β inhibitor significantly ameliorated IC/PBS in a mouse model. However, the molecular mechanisms underlying the therapeutic effect of a TGF-b inhibitor on IC/PBS has not been comprehensively analyzed. TGF-β has a variety of actions, such as regulation of immune cells and fibrosis. In our study, we induced IC/PBS-like disease in mice by an intravesical administration of hydrogen peroxide (H₂O₂) and examined the effects of three TGF-β inhibitors, Repsox, SB431542, and SB505124, on the urinary functions as well as histological and gene expression profiles in the bladder. TGF-β inhibitor treatment improved urinary function and histological changes in the IC/PBS mouse model, and SB431542 was most effective among the TGF-β inhibitors. In our present study, TGF-β inhibitor treatment improved abnormal enhancement of nociceptive mechanisms, immunity and inflammation, fibrosis, and dysfunction of bladder urothelium. These results show that multiple mechanisms are involved in the improvement of urinary function by TGF-β inhibitor.

## Introduction

Interstitial cystitis/painful bladder syndrome (IC/PBS) is a chronic disease characterized by bladder pain, frequent and urgent urination, and nocturia. The known prevalence of IC/PBS or conditions suggestive of IC/PBS ranged from 0.01% to 2.3%, of the population, with an approximately five-fold dominance among the women. IC/PBS is an intractable illness for which there is currently no effective treatment [1].

IC/PBS is considered to be caused by various pathological mechanisms including dysfunction of urothelium, activation of lymphocytes and mast cells, bladder inflammation, abnormal enhancement of nociceptive mechanisms, toxic urine substances, microbial infection, etc. IC/PBS is divided into three groups: Hunner type interstitial cystitis (HIC), Non-Hunner type interstitial cystitis (NHIC), and hypersensitive bladder (HSB). HIC has been reported to be accompanied by significant lymphocytic infiltration and urothelial cell denudation in the bladder, which are not seen in NHIC and HSB [1].

A commonly used animal model for IC/PBS is cyclophosphamide (CP)-induced cystitis in mice [2]. An intraperitoneal injection of CP induces acute hemorrhagic cystitis with bladder overactivity. However, this cystitis model is characterized by acute inflammation rather than chronic pathology. In the CP-induced cystitis, inflammation sustains for only short periods and ceases within several days. Recently, a mouse model using H₂O₂ has been reported. Even a week after an infusion of H₂O₂ into the bladder, urination frequency remains high, and the high frequency of urination lasts for longer periods than that in CP model [3].

Transforming growth factor-β (TGF-β) has been reported to increase in the bladder tissue of IC/PBS patients [4]. Some previously studies showed that an intravesical administration of TGF-β receptor inhibitor (SB505124) 48 hours after induction of cystitis decreased the frequency of urination and increased one-time voiding volume in mice. They also reported that TGF-β inhibitors reduced ATP release from urothelial cells and inhibited bladder afferent nerve discharge via stimulation of purine receptors [5,6]. However, TGF-β signaling activates multiple and complicated intracellular pathways and affect the expression regulation of a variety of genes [7,8]. The overall mechanism is not clear as to how the inhibition of TGF-β signaling ameliorates the cystitis. In addition, long-term effect of TGF-β inhibitors remains to be clarified. Therefore, we administered various TGF-β inhibitors to H₂O₂-induced cystitis mice, and analyzed urinary disturbance for 7 days. We also performed comprehensive transcriptome analyses to elucidate the overall mechanisms of the treatment of H₂O₂-induced cystitis by TGF-β inhibitors.

## Materials and methods

### Chemical compounds

SB431542 and SB505124 were purchased from Cayman chemical company (Ann Arbor, MI, USA). Repsox was purchased from focus biomolecules (Plymouth Meeting, PA, USA).

### Cystitis mouse model and treatment with TGF-β inhibitor

All animal experiments were approved by the Committee for Animal Research, Kyoto Prefectural University of Medicine (M2021-329), and the care of the animals was performed according to the institutional guideline and Guide for the Care and Use of Laboratory Animals. Female C57BL/6N mice were purchased from SHIMIZU Laboratory Supplies (Kyoto, Japan). They were housed in groups of 4 per cage in a room maintained at 23°C and 50% relative humidity with an alternating 12-h light/dark cycle (the lights came on automatically at 7:00 a.m.). Food and water were freely given. The H₂O₂-induced cystitis model was prepared as previously reported, with slight modification [3]. Briefly, 30% H₂O₂ (Nacarai tesque) was diluted with sterile saline to 1.5% immediately before use. The mice at the age of 8 weeks were anesthetized with isoflurane. A 24-gauge catheter was inserted into the bladder through the urethra and 100μL of 1.5% H₂O₂ solution was infused into the bladder for 30 minutes. Urinary frequency and one-time voiding volume were measured on days 1 and 8 to evaluate the effect of the H₂O₂ irritation on urinary function. Thirty min after H₂O₂ emission, 1.2 mM TGF-β inhibitors (either SB431542, SB505124, or Repsox) were intraperitoneally injected at 100μl/mouse. TGFβ inhibitor concentrations were determined based on previous literature [9–11]. In this experiment of TGF-β inhibitor treatment, 100μL of saline was infused into the bladder of the control mice. On day 4, an injection of TGF-β inhibitors were repeated.

### Mouse voiding behavior analysis

Urination was recorded by the Voided Stain On Paper (VSOP) method as described with slight modifications(S1 Fig) [12]. To avoid micturition variation resulting from circadian rhythms, functional tests were conducted at similar times of the day (between 9:00 AM and 1:00 PM). Briefly, each mouse was placed in a certain area above a filter paper (Advantec 300 mm; Tokyo Roshi Kaisha, Ltd., Tokyo, Japan). The voiding time and area were recorded for 3 hours. The recorded urine stains were scanned into image files and the stained areas were calculated using the software ImageJ v1.47 (National Institutes of Health, Bethesda, MA, USA).

### Hematoxylin and eosin (HE) staining

Mice were sacrificed by intraperitoneal administration of 100–150 mg/kg of pentobarbital and bladder was excised from the mice 3 hours, 1 day and 8 days after H₂O₂ infusion. Bladder tissue was dissected in an axial direction. The tissue was fixed in 4% paraformaldehyde (PFA). After fixation in 4% PFA some parts of the organ were cryoprotected in 30% sucrose PBS (-) and freeze-mounted. The specimens were sliced into 10μm thick sections and stained with hematoxylin and eosin.

### RNA-seq analyses

Total RNA was extracted from a hemisphere of the bladder using the ISOGEN II (NIPPON GENE CO., LTD) according to the manufacturer’s instructions. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads, and after random fragmentation, cDNA was synthesized. The qualified libraries were sequenced with Illumina Novaseq 6000 (Illumina; paired-end, 150 bp). Analysis was performed using strand NGS (https://www.strand-ngs.com/).

### Reverse transcription-quantitative PCR (RT-qPCR)

Total RNA was extracted from the bladder as above. cDNA was synthesized using ReverTra Ace qPCR (TOYOBO Life Science), and subjected to real-time RT-PCR using StepOnePlus Real-Time PCR Systems (Applied Biosystems). The reaction mixture included the Taqman probe (Applied Biosystems), Taqman Fast Advanced Master Mix (Applied Biosystems) and probe/primers as described below. The relative mRNA levels were calculated as follows: Relative mRNA level (fold) = ((target gene mRNA level in sample) / (*β-actin* gene mRNA level in sample)) / ((target gene mRNA level in control) / (*β-actin* gene mRNA level in control)). Probes for *TGF-β1* and *TGF-β2* genes were purchased from Roche (Universal Probe Library). Sequences of *TGF-β1* and *TGF-β2* gene primers were as follow: forward primer for *TGF-β1* gene: 5´-TGGAGCAACATGTGGAACTC-3´; reverse primer for *TGF-β1* gene: 5´-GTCAGCAGCCGGTTACCA-3´; forward primer for *TGF-β2* gene: 5´-GAGAAAAATGCTTCGAATCTGG-3´, reverse primer for *TGF-β2* gene: 5´-TGGGAGATGTTAAGTCTTTGGAT-3´; forward primer for *β-actin* gene: 5´-CTAAGGCCAACCGTGAAAAG-3´, reverse primer for *β-actin* gene: 5´-ACCAGAGGCATACAGGGACA-3´. Primers and probes for *Trpa1*, *IL-1β*, *Col7a1*, *Krt13*, and *Krt6a* genes were purchased from Applied Biosystems.

### Azan staining

Bladder was excised from the mice 10 days after H₂O₂ administration. Bladder was cut at the maximum plane in the axial direction and tissue sections were subjected to Azan staining.

The specimens were sliced into 10μm thick sections. Firstly, the tissues were mordanted for 30 min in the mordant solution which consists of 10% potassium dichromate and 10% trichloroacetic acid. Next, they were washed with water, the tissues were incubated in amocarzine G solution at room temperature for 30 min, washed with water, immersed in 1% aniline ethanol, washed with acetate alcohol, washed with water, and they were stained in 5% phosphotungstic acid overnight. Next day, they were washed with water and stained in aniline blue-orange G solution for 1 hour. Subsequently, they were dehydrated in absolute ethanol, transparentized in Xylene, mounted with neutral resin. The percentage of bladder tissue affected by fibrosis was determined by calculating the ratio of collagen area to smooth muscle area. Quantitative analysis of the collagen area was performed using an image analyzer system (Fiji 2.5.0; National Institutes of Health, Bethesda, MA, USA).

### Statistical analyses

Data are expressed as means +/− SD. Statistical significance was analyzed by one-way ANOVA with the Tukey-Kramer post hoc test. P < 0.05 was considered significant. All analyses were conducted with EZR.

## Results

### TGF-β inhibitors improved the urinary function and morphological changes in the H₂O₂-induced cystitis model

As shown in Fig 1A, H₂O₂-treated mice showed a significant increase in urinary frequency and a significant decrease in one-time voiding volume compared with non-treated and saline-treated mice. In H₂O₂-treated mice, the bladder urothelium was thin and damaged, and edematous thickening was observed in the submucosa 3 hours and 1 day after the H₂O₂ infusion, compared with saline-treated mice (Fig 1B). The urinary dysfunction was recovered to almost normal by the 8^th^ day after the H₂O₂ infusion, while edematous thickening of the submucosal layer was seen even on day 8 (Fig 1B). In previous report, the significant elevation of *IL-1β* mRNA expression was observed on the 7th day after the H₂O₂ infusion [3]. In the H₂O₂-induced cystitis model, the significant elevation of *IL-1β* mRNA expression was observed on day 14 (S2 Fig). Also, to use TGF-β inhibitors for the H₂O₂-induced cystitis model, *TGF-β1* and *TGF-β2* mRNA expression were measured. *TGF-β1* and *TGF-β2* mRNA expression was significantly elevated day 2 after the H₂O₂ infusion compared to saline-infused mice. *TGF-β1* mRNA significantly decreased on day 4 compared to day 2 mice (S2 Fig).

**Fig 1:**
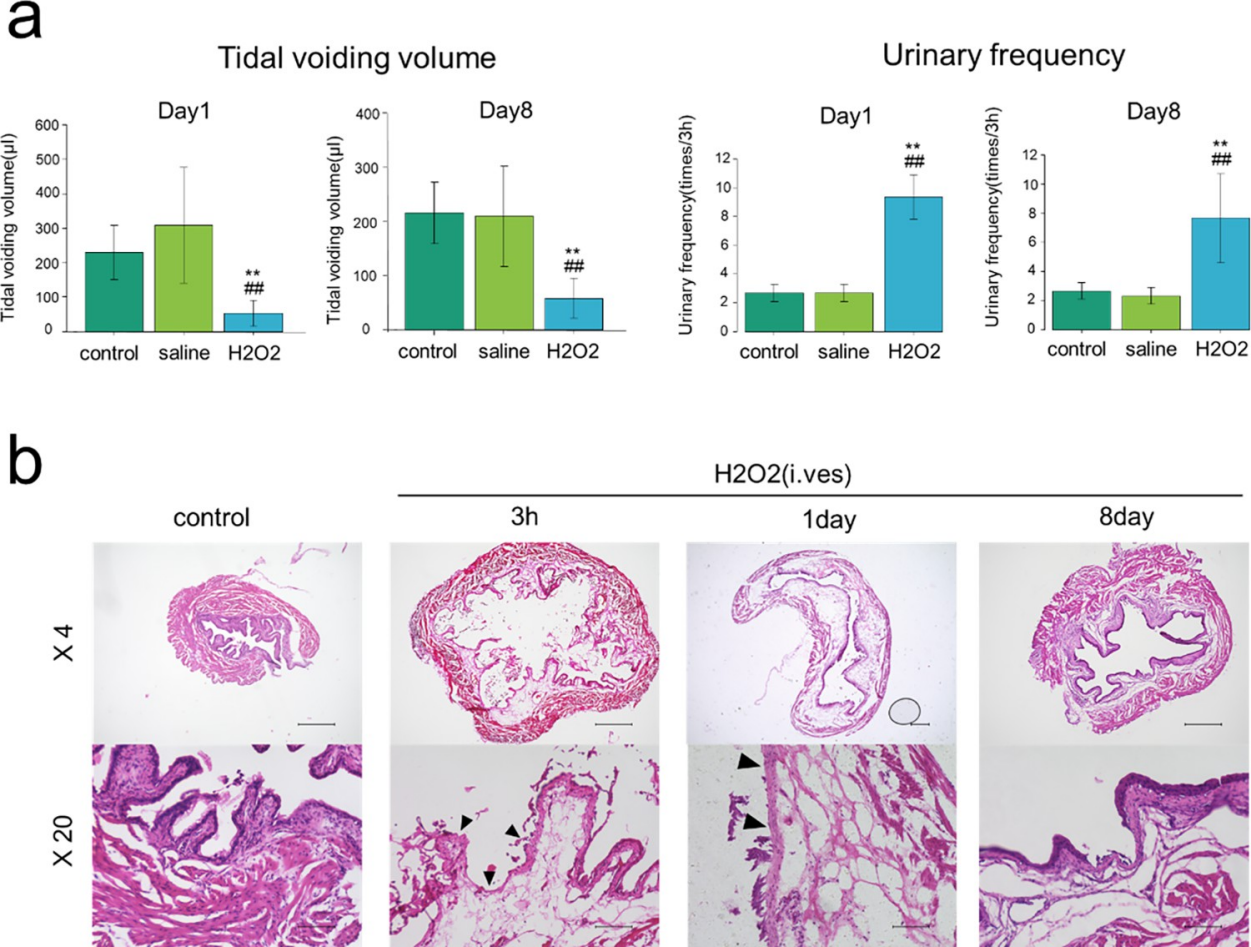
Intravesical infusion of H₂O₂ caused IC/PBS-like urinary disturbance and histological changes in mice. Mice were given an intravesical infusion of 1.5% H₂O₂ or saline through the urethra as described in the Materials and Methods. Control mice were inserted with a catheter through the urethra. (a) One and 8 days later, mice were subjected to voiding behavior analysis. Means ± sd. of tidal voiding volume (left) and urinary frequency (right) are shown (N = 3 mice for each group). **P<0.01 vs. Control. ##P<0.01 vs. Saline. (b) After indicated periods, bladder was excised and tissue sections were stained with HE. Representative images of low (top panels) and high (bottom panels) magnifications are shown. Scale bars show 500 μm (top panels) and 100 μm (bottom panels).

Next, we examined the effects of TGF-β inhibitors on H₂O₂-induced cystitis in mice. Three TGF-β inhibitors, Repsox, SB431542, and SB505124, or saline was injected to the cystitis mice 30 min and 4 days after the H₂O₂ infusion as shown in Fig 2. As shown in Figs 3A and S3, the intraperitoneal administration of all three TGF-β inhibitors significantly improved the tidal voiding volume on day 7 (Fig 3A). Repsox and SB431542, but not SB505124, significantly reduced the urinary frequency (Fig 3B). As shown in Fig 3C, any significant difference was not seen among the total urine volumes of all the groups, suggesting that the increase in urinary frequency of the TGF-β-treated mice was not due to high total urine volume. These results strongly suggest SB431542 as the most effective TGF-β inhibitor for the treatment of impaired urinary functions in the cystitis mice.

**Fig 2:**
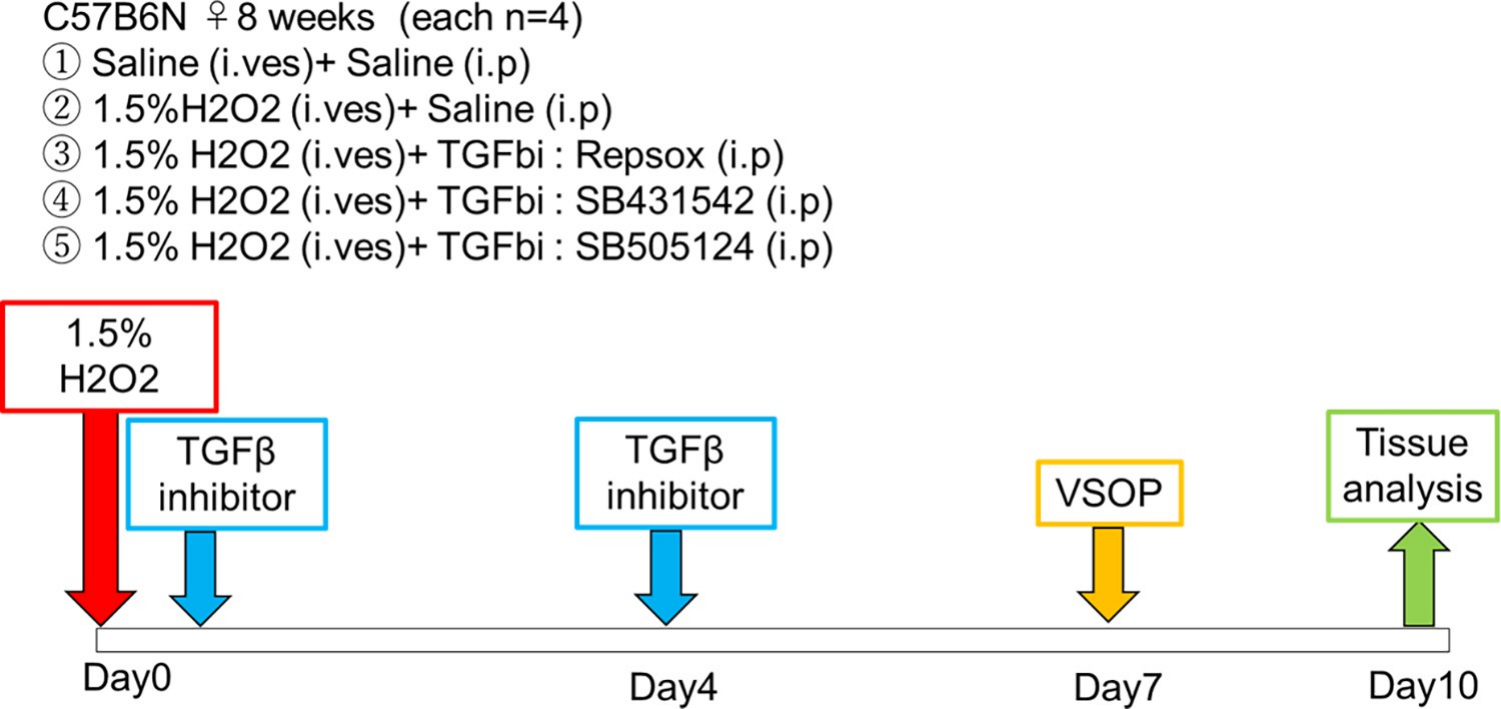
Experimental scheme is shown. The mice at the age of 8 weeks were anesthetized with isoflurane. 1.5% H₂O₂ were intravesically infused into the bladder for 30 minutes. Thirty min after H₂O₂ emission, TGF-β inhibitors (either SB431542, SB505124, or Repsox at 1.2 mM, 100μl/mouse) were intraperitoneally injected. On day 4, an injection of TGF-β inhibitors were repeated. Urination was recorded on day 7 by VSOP. Mice were sacrificed and bladder was removed on day 10.

**Fig 3:**
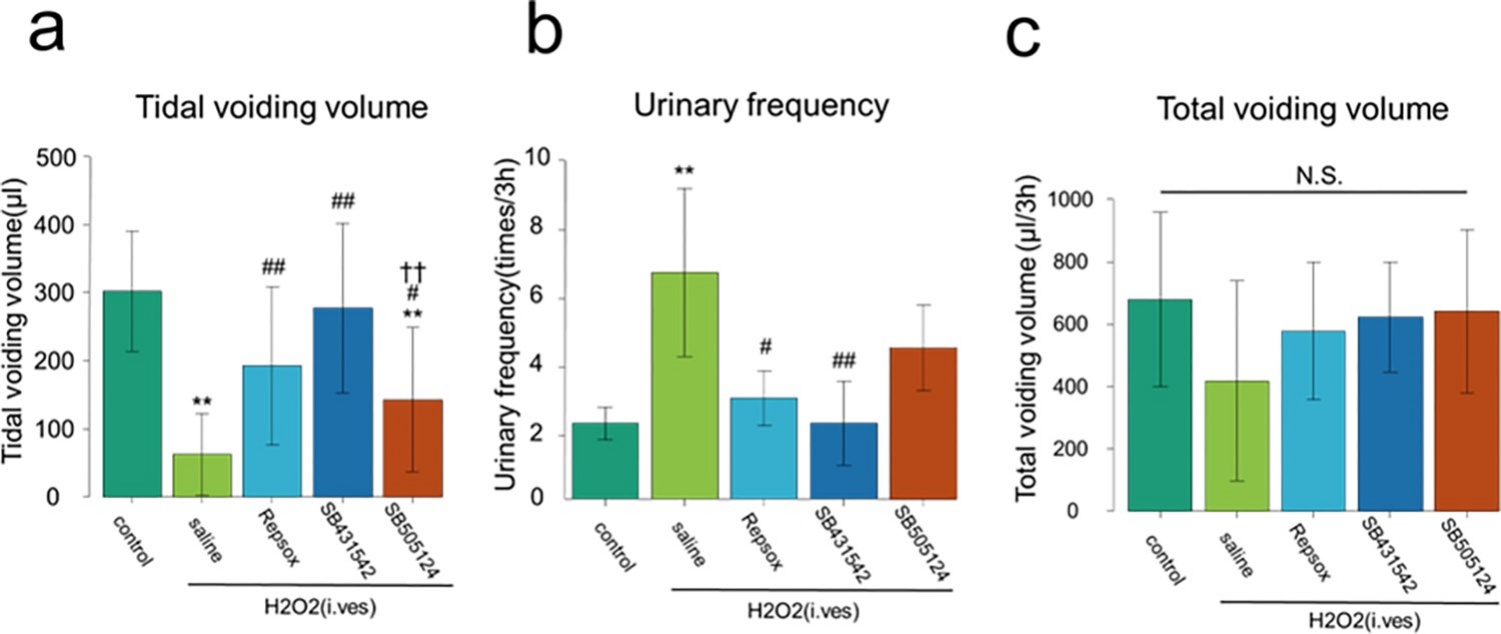
TGF-β inhibitor treatment alleviated urinary disturbance in cystitis mice. Mice were given an intravesical infusion of 1.5% H₂O₂ solution on day 0. On days 0 and 4, TGF-β inhibitors or saline were injected into the peritoneal cavity of mice. On day 7, voiding behavior analysis was performed as described in the Materials and Methods. Means ± sd. of tidal voiding volume (a), urinary frequency (b) and total voiding volume (c) are shown (N = 3 mice for each group). **P<0.01 vs. Control. #P<0.05, ##P<0.01 vs. Saline ††P<0.01 vs. SB431542. N.S.: Not significant among the groups.

### Possible involvement of inflammatory and neural signaling-related genes in the therapeutic effect of SB431542 on mouse cystitis

To find out the molecular mechanisms through which a TGF-β inhibitor alleviated the cystitis, we performed RNA sequencing (RNA-seq) analysis for the bladder tissue of control (sham), H₂O₂/saline-treated, and H₂O₂/SB431542-treated mice. 

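Bladder RNA was compared on day 10 in 3 control, 3 H₂O₂/saline and 3 H₂O₂/SB431542 samples, after infusion of 1.5% H₂O₂ on day 0 in the treated groups and injections on days 0 and 4. The deposited labels call the controls untreated, whereas the paper calls them sham and describes a saline infusion for control mice. Which of these holds for the 3 control samples is not given in the sources used here, nor is it stated that the samples numbered 1 to 3 came from separate mice. The authors purified poly-A RNA from a hemisphere of each bladder, sequenced paired reads of 150 bp and analysed them with strand NGS. The deposited table holds expected counts, most nonzero ones not whole numbers, for 53342 genes of the GRCm39 mouse genome. Total counts were 39340315, 38134806 and 37329213 in control 1 to 3, 38048068, 40844881 and 40603580 in H₂O₂/saline 1 to 3, and 39860560, 37756785 and 41055328 in H₂O₂/SB431542 1 to 3. Here the counts were rounded and scaled with TMM factors, and 19314 genes that pass edgeR's expression filter were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is called changed at an adjusted p under 0.05, and levels are counts scaled to the size of the library (CPM), mean ± SD with n = 3. Lists of genes were compared with camera, which asks whether the genes of a list shift together. Its preset correlation between genes of 0.01 is the main setting, and a correlation estimated from the data stands beside it. The test, the filter, 35 gene lists and most alternative settings were fixed before the data were examined. On simulated counts, 8-fold changes were found for 72% of genes in H₂O₂/saline against control and 70% in H₂O₂/SB431542 against H₂O₂/saline, but 2-fold changes for 16% in both. No simulated library stood apart from its group, so these shares need not hold for the real libraries. Larger changes there, such as that of *Krt13* below, did not pass.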

Principal component analysis (PCA) revealed that the three groups were separately located with sufficient variances (X, Y and Z axes: 35.67%, 29.43% and 16.45% contribution, respectively), strongly suggesting that the H₂O₂ stimulus caused considerable aberration in gene expression profiles in the bladder (Fig 4A). 

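H₂O₂ moved bladder expression far from the controls in 2 of the 3 H₂O₂/saline libraries, while the third stayed close to them. Principal component 1 held 34.4% of the variance and placed the controls at −61.5, −38.8 and −49.8 and the H₂O₂/saline libraries at −42.3, 86.4 and 112. The H₂O₂/saline mean was 51.9 ± 82.6 (n = 3), the large spread coming from H₂O₂/saline 1. *Krt14*, a keratin of basal epithelial cells, shows the same split: 9.91, 1067 and 855 CPM in H₂O₂/saline 1 to 3, against 5.55, 25.7 and 25.0 in the controls. Component 2 held 16.7% and set the replicate 1 libraries apart, with control 1, H₂O₂/saline 1 and H₂O₂/SB431542 1 at 34.2, 54.5 and 42.8. Control 2, H₂O₂/saline 2 and H₂O₂/SB431542 2 lay at −47.0, 15.4 and −3.31 on this axis. Control 3, H₂O₂/saline 3 and H₂O₂/SB431542 3 lay at −84.1, −8.92 and −3.43, and component 3 held 12.7%. Across the tested genes H₂O₂/saline 2 and H₂O₂/saline 3 correlated with a Spearman rho of 0.973. H₂O₂/saline 1 reached 0.949 and 0.946 with them, but 0.982 with H₂O₂/SB431542 1 and with control 1. The 3 pairs of controls gave 0.968, 0.966 and 0.971.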

The dots of the H₂O₂/SB431542-treated group were located midway between the control and the H₂O₂/saline-treated groups, indicating that the administration of SB431542 remarkably restored the aberrant mRNA expression in the inflamed bladder. 

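The H₂O₂/SB431542 libraries lay between the other 2 groups on average, yet 1 of the H₂O₂/saline libraries lay in the same stretch. On the line from the mean of the controls (0) to the mean of H₂O₂/saline (1), H₂O₂/SB431542 1 to 3 took positions 0.357, 0.638 and 0.542, a mean of 0.512 ± 0.143 (n = 3). H₂O₂/saline 1 to 3 lay at 0.491, 1.21 and 1.30, and the controls at 0.116, 0.00802 and −0.124. Both ends of this line are means of the libraries themselves. Noise in these means draws libraries of neither group toward the middle, with or without a drug effect. A middle position alone therefore does not show a drug effect. The H₂O₂/saline mean includes H₂O₂/saline 1, and on the line to the mean of H₂O₂/saline 2 and 3 alone that library lies at 0.197. *Cd74*, the invariant chain of MHC class II, had 157 ± 43.4, 494 ± 119 and 327 ± 65.8 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (n = 3), whereas *Krt4*, a keratin of stratified epithelium, had 457 ± 84.7, 1968 ± 722 and 1593 ± 505. Leaving out 1 library at a time gave mean positions of 0.355 to 0.603, the lowest without H₂O₂/saline 1. With replicates 2 and 3 alone, a choice made after seeing the data, the mean was 0.491 ± 0.0501 (n = 2).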

Fig 4B shows scatter plots. 

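Most genes of the bladder keep their rank in all 3 groups, so every pair of groups correlates strongly. Over the mean normalized counts of all genes, Spearman's rho was 0.936 for control and H₂O₂/SB431542 and 0.937 for H₂O₂/SB431542 and H₂O₂/saline. Between single libraries the order is the other way round: 0.910 ± 0.00681 for the 9 pairs of control with H₂O₂/SB431542, and 0.905 ± 0.0128 for the 9 pairs of H₂O₂/SB431542 with H₂O₂/saline. Omitting H₂O₂/saline 1, H₂O₂/saline 2 or H₂O₂/SB431542 2 gives the group means the order of the single libraries as well, with 0.913, 0.934 and 0.934 for H₂O₂/SB431542 and H₂O₂/saline against 0.936, 0.936 and 0.935 for control and H₂O₂/SB431542. So do replicates 2 and 3 alone, a choice made after seeing the data (0.919 against 0.922). Over the tested genes alone the single pairs gave 0.966 ± 0.00622 for control with H₂O₂/SB431542 and 0.963 ± 0.0103 for H₂O₂/SB431542 with H₂O₂/saline.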

The correlation coefficient between the control and the H₂O₂/SB431542-treated groups was the highest (R2 = 0.932), followed by that between the H₂O₂/SB431542-treated and the H₂O₂/saline-treated groups (R2 = 0.878). 

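With all libraries control and H₂O₂/saline were the least alike of the 3 pairs of groups, by a small margin. Spearman's rho of their mean normalized counts over all genes was 0.932, and 0.901 ± 0.0109 over the 9 pairs of single libraries, which ran from 0.886 to 0.924. Restricting the single pairs to the tested genes gave 0.949 ± 0.0157. Without H₂O₂/saline 1 the pair falls to 0.912, and H₂O₂/SB431542 with H₂O₂/saline to 0.913. Without H₂O₂/SB431542 1 it is the most alike, at 0.932 against 0.927 for control with H₂O₂/SB431542 and 0.929 for H₂O₂/SB431542 with H₂O₂/saline. Over the 10 changed genes alone the values were 0.927, 0.842 and 0.915 in the same order. Those genes were picked for their changes in these libraries. With so few genes rho mostly ranks their levels, so it does not show which groups are alike.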

The comparison between the control and the H₂O₂/saline-treated groups represented the lowest correlation coefficient value (R2 = 0.765). Thus, it was considered that the irritable effects of H₂O₂ were counteracted by the SB431542 administration through the normalization of the aberrant gene expression. 

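Several of the 10 genes that H₂O₂ changed have a known part in immunity or epithelium. *Irf7* and *Oas1a* are switched on by interferon, *Ccl9* attracts myeloid cells, *Padi4* turns arginine into citrulline in neutrophils, *Cdkn1a* halts dividing cells and *Krt15* is a keratin of basal cells. The paper reasons from the midway position and the correlations that SB431542 counteracted H₂O₂ by normalizing the aberrant expression. With edgeR, 10 genes differed between H₂O₂/saline and control (9 higher, 1 lower), 0 between H₂O₂/SB431542 and H₂O₂/saline, and 3 between H₂O₂/SB431542 and control (2 higher, 1 lower). At an unadjusted p under 0.05 there were 3447, 1706 and 1469 genes. DESeq2 called 1384, 34 and 174 genes in the same order, and limma-voom 7, 0 and 3. A fit that blocks on the replicate number called 925 genes for H₂O₂ and 0 for SB431542. Neither the labels nor the paper pair libraries of equal number, so blocked values here and below rest on an assumed pairing. *Irf7* rose from 7.82 ± 1.69 to 48.5 ± 18.6 CPM (log2 fold change 2.63, adjusted p = 0.0236 with edgeR) and stood at 40.7 ± 13.4 in H₂O₂/SB431542. *Oas1a* rose from 1.96 ± 0.684 to 19.6 ± 8.00 and stood at 14.4 ± 4.89 (3.32, adjusted p = 0.0150). *Cdkn1a* rose from 74.4 ± 13.6 to 316 ± 121, *Krt15* from 1278 ± 255 to 4503 ± 1112 and *Padi4* from 26.8 ± 7.44 to 110.3 ± 37.5. Their log2 fold changes were 2.09, 1.82 and 2.04 (adjusted p = 0.0356, 0.0356 and 0.0236), and in H₂O₂/SB431542 they stood at 264 ± 62.0, 3615 ± 804 and 97.3 ± 2.05. *Galnt2*, which starts the sugar chains of mucins, fell from 98.1 ± 9.67 to 28.0 ± 4.97 (−1.81, adjusted p = 0.0150) and was still low with SB431542 at 29.6 ± 5.79 (−1.73 against control, adjusted p = 0.0179). *Aarsd1* and *Atg9b* likewise remained high, at 18.7 ± 1.52 and 15.5 ± 5.10 CPM against 2.15 ± 1.10 and 1.67 ± 0.304 in control (adjusted p = 0.00864 and 0.00431 with edgeR). *Ccl9* had 6.14 ± 0.577 CPM in control, 23.8 ± 4.41 in H₂O₂/saline and 11.1 ± 2.56 in H₂O₂/SB431542. Its rise with H₂O₂ passed the test (1.96, adjusted p = 0.0150) and the lower value with SB431542 did not (−1.10, adjusted p = 0.528). *Galnt14* had 0.525 ± 0.144 CPM in control, 4.31 ± 1.34 in H₂O₂/saline and 2.04 ± 0.250 in H₂O₂/SB431542 (3.03 for H₂O₂, adjusted p = 0.0337). No gene was both changed by H₂O₂ and moved back by SB431542 with edgeR, and DESeq2 found 21. Over all tested genes the 2 fold changes had opposite signs for 75.04% (r = −0.599), where simulated libraries without a drug effect gave 66.0% to 67.2% (r from −0.525 to −0.481) and 0.1 genes moved back on average. Those simulations draw each gene independently and leave out the link between libraries of equal replicate number, so their range is too narrow to judge these values by. The libraries decide much of this: without H₂O₂/saline 1 edgeR called 1822 genes for H₂O₂, 197 for SB431542 and 189 moved back, and without control 1 it called 252 for H₂O₂. Without control 2, control 3, H₂O₂/saline 2 or H₂O₂/saline 3 it called 0, 0, 1 and 1, and without H₂O₂/SB431542 1 or H₂O₂/SB431542 2 it called 33 and 5.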

Among the Gene Ontology (GO) terms categorized into “biological process”, we listed ten GO terms that represent gene sets differentially expressed between two groups (Fig 4C). Nine of the ten GO terms for the gene sets that showed highest p values for control group vs. H₂O₂/saline-treated were related to “immunity and inflammation”, suggesting that the effects of H₂O₂ were heavily associated with “immunity and inflammation”. In addition, four of the ten GO terms for the gene sets showing highest p values for H₂O₂/saline vs. H₂O₂/SB431542-treated groups were related to in “synaptic signal”, which may imply that synaptic signals may play important roles in the effects of SB431542 on the cystitis. 

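On day 10 after H₂O₂ the genes of macrophages, antigen presentation and inflammatory signals stood higher as groups than in the control bladder. *Csf1r* and *C1qa* mark macrophages, *H2-Aa* and *H2-Ab1* present antigen to T cells, and *Il33* and *Ccl8* call in immune cells. The paper takes the leading GO terms as a sign that the effects of H₂O₂ were heavily associated with immunity and inflammation. MHC class II genes rose as a list (median log2 fold change 1.22, all 7 genes positive, camera adjusted p = 8.16e-13), as did the 15 macrophage and monocyte markers (1.16, adjusted p = 3.04e-10). Neutrophil markers (2.18, adjusted p = 2.61e-05) and cytokines (1.91, adjusted p = 1.31e-07) rose too, all 4 lists with an adjusted p = 0.188 with an estimated correlation. Chemokines had a median of 2.34 (adjusted p = 0.000690, 0.249 with an estimated correlation) and mast cell and eosinophil markers 1.70 (0.00746 and 0.280). The mast cell call is lost with at least 10 counts in every library and without H₂O₂/saline 2. T cell markers reached 0.85 (0.0469 and 0.280), a call lost with limma-voom, at least 10 counts, only the 2 groups compared, or without any 1 library except H₂O₂/saline 3 and H₂O₂/SB431542 2. B cell markers reached 0.97 (0.0203 and 0.296), with medians of 1.82, 0.11 and 0.96 above the control mean in H₂O₂/saline 1 to 3. Controls 1 to 3 lay at 0.82, −0.29 and −1.06, so the groups overlap. The B cell call is lost with at least 10 counts or without H₂O₂/saline 1. In replicates 2 and 3 alone, chosen after seeing the data, neither passed (adjusted p = 0.151 and 0.305). Gene by gene, adjusted over the list alone, all 7 MHC class II genes and 11 of 15 macrophage markers were higher, but over all genes none passed. Blocked on the replicate number, a pairing that is assumed, edgeR over all genes calls all 7 and 9 of the 15 higher. Among them are *Csf1r*, *C1qa*, *H2-Aa* and *H2-Ab1*, and *Ccl8* and *Il33* are called too. *Csf1r* had 54.0 ± 1.77 CPM in control and 121 ± 32.1 in H₂O₂/saline (1.16, adjusted p = 0.0600 with edgeR over all genes). *H2-Ab1* had 73.5 ± 24.2 and 215 ± 37.9, *Ccl8* 2.86 ± 0.374 and 41.6 ± 28.7, and *Il33* 2.36 ± 0.282 and 55.0 ± 45.2. The genes that the deposited table links directly to a GO term, a test added after seeing the data, rose for neutrophil chemotaxis (48 genes, median 1.27, adjusted p = 2.75e-08), chemotaxis (96 genes, 1.79e-08) and inflammatory response (236 genes, 1.78e-07). With an estimated correlation each had an adjusted p = 0.142. Most of these shifts are small in H₂O₂/saline 1: the median of the neutrophil markers was 0.48 above the control mean in that library and 2.60 and 2.51 in H₂O₂/saline 2 and 3. 

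**Figure D1:**
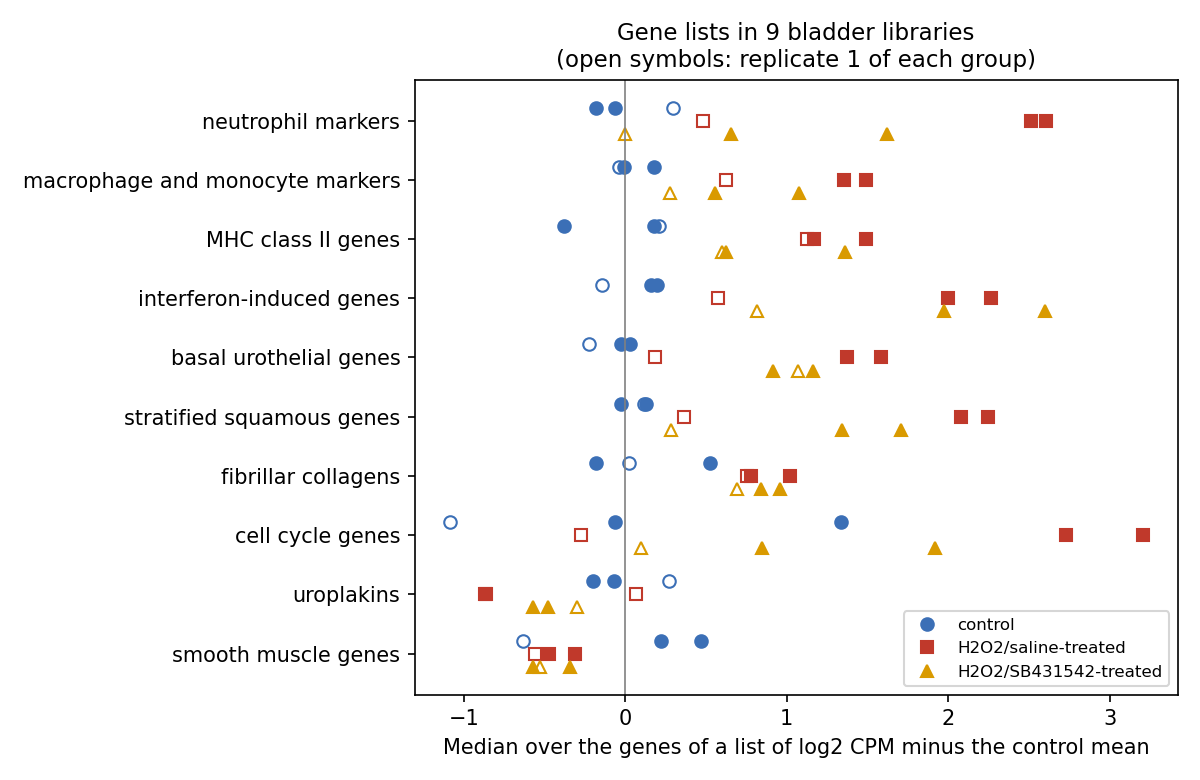
Median over the genes of a list of log2 CPM minus the control mean, for 10 gene lists in each of the 9 libraries. Blue circles are control, red squares H₂O₂/saline and gold triangles H₂O₂/SB431542; open symbols are replicate 1.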

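Genes of the synapse, which release neurotransmitter or receive it, stood slightly higher with SB431542 than without it, but neither the list nor any single gene passed the test. The paper reasons from 4 GO terms that synaptic signals may play important roles in the effects of SB431542. Of 15 tested synapse genes 12 were positive in H₂O₂/SB431542 against H₂O₂/saline (median log2 fold change 0.19, camera adjusted p = 0.140). In H₂O₂/saline against control 5 of the 15 were positive (−0.39, adjusted p = 0.167). *Syn2*, a protein of synaptic vesicles, had 15.0 ± 7.85, 4.56 ± 3.20 and 9.95 ± 4.15 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (−1.72 for H₂O₂ and 1.13 for SB431542, adjusted p = 0.122 and 0.564 with edgeR). *Gria3*, a glutamate receptor, had 2.70 ± 0.732, 2.06 ± 0.748 and 4.56 ± 0.853 (1.15 for SB431542, adjusted p = 0.528). *Rims1* and *Vamp2*, which prepare vesicles for release, had 9.67 ± 2.18 and 73.2 ± 26.8 CPM in H₂O₂/saline and 12.7 ± 2.05 and 83.4 ± 19.8 in H₂O₂/SB431542. The 100 genes linked to chemical synaptic transmission, tested after seeing the data, fell with H₂O₂ (median −0.17, adjusted p = 0.0378, 0.142 with an estimated correlation), a call lost in replicates 2 and 3 alone (0.0736). With SB431542 they had a median of 0.06 (adjusted p = 0.119), and ion transport (436 genes) and ion transmembrane transport (90 genes) had 0.730 and 0.688. Among the 7 lists that fell with SB431542 were neutrophil markers (−1.26, camera adjusted p = 7.22e-05), macrophage markers (−0.56, 0.000411), MHC class II genes (−0.40, 0.00234) and cytokines (−0.65, 0.0330). Each of these had an adjusted p = 0.645 with an estimated correlation. The fall of the cytokines is lost without control 1, H₂O₂/saline 2, H₂O₂/saline 3 or H₂O₂/SB431542 1, with at least 10 counts in every library and on the authors' values. The synapse list lay at medians of 0.14, −0.64 and −0.65 in H₂O₂/saline 1 to 3 and 0.18, −0.38 and 0.10 in H₂O₂/SB431542 1 to 3, relative to the control mean.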

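Immune genes also stood higher as groups in H₂O₂/SB431542 than in control. Genes linked to the GO term immune response (161 genes) rose in H₂O₂/SB431542 against control (median log2 fold change 0.42, camera adjusted p = 6.70e-09, 0.162 with an estimated correlation). In H₂O₂/saline they rose by 0.68 (adjusted p = 2.08e-10, 0.142 with an estimated correlation), and between H₂O₂/SB431542 and H₂O₂/saline they fell (−0.22, 0.0102, 0.4996 with an estimated correlation). Immune system process (341 genes) had the smaller median in H₂O₂/SB431542 (0.24 against 0.32) but also the lower p, with adjusted p = 6.70e-09 and 4.37e-08 (0.162 and 0.142 with an estimated correlation). The GO tests were added after seeing the data. Among the lists fixed in advance, interferon-induced genes had the lowest p for H₂O₂/SB431542 against control (median 1.97, 14 of 14 positive, adjusted p = 4.02e-20, 0.137 with an estimated correlation). For H₂O₂/saline they gave 1.71 (adjusted p = 2.41e-08, 0.222 with an estimated correlation). *Isg15*, which interferon switches on, had 2.07 ± 0.329, 10.8 ± 5.44 and 7.72 ± 4.19 CPM in control, H₂O₂/saline and H₂O₂/SB431542. Neutrophil markers did not pass the test against control (1.27, camera adjusted p = 0.182), but are called higher with DESeq2, without the filter, without H₂O₂/SB431542 1 and in replicates 2 and 3 alone. T cell and B cell markers had 0.232 and 0.164, and B cell markers are called higher without H₂O₂/SB431542 3. *Csf3r*, the receptor that drives neutrophil production, had 0.859 ± 0.316, 5.18 ± 3.46 and 2.05 ± 0.633 CPM.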

There was also a significant difference in expression levels of the genes involved in the “immunity and inflammation” between the control and H₂O₂/SB431542-treated groups, but the p-value was not as low as that for the difference for the control vs. H₂O₂/saline-treated groups. Based on the results of GO analyses, we performed heatmap and hierarchical clustering analyses for genes involved in “bladder afferents nerve” and those involved in “immunity and inflammation”, as well as for genes representing “keratin” and “collagen” that may be involved in the pathogenesis of IC/BPS and the effect of TGF-β inhibitors (Fig 4D). The heatmap and hierarchical clustering analysis revealed that the H₂O₂/SB431542-treated group is more closely similar to the control group than the H₂O₂/saline-treated group with respect to the genes related to “bladder afferents nerve” and “immunity and inflammation”. 

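For both kinds of genes the H₂O₂/SB431542 mean lay nearer the control mean, clearly so for the afferent genes and by a narrow margin for the immune genes. The genes here are those drawn in Fig 4D, read from the picture, which the study picked on these same samples. Over the 9 afferent genes, the distance of H₂O₂/SB431542 was 1.06 to control and 2.03 to H₂O₂/saline in log2 CPM, and control was nearer with every library left out in turn. The 6 immune genes gave 1.17 to control and 1.39 to H₂O₂/saline. H₂O₂/saline was the nearer group without control 3, H₂O₂/saline 2, H₂O₂/saline 3 or H₂O₂/SB431542 1, with 1.54 against 1.39, 1.17 against 1.02, 1.17 against 0.960 and 1.72 against 1.41. All 15 genes had their highest mean in H₂O₂/saline. *Ptger2*, a receptor of prostaglandin E2, had 0.190 ± 0.194, 1.70 ± 0.953 and 0.537 ± 0.385 CPM in control, H₂O₂/saline and H₂O₂/SB431542, and *Il18*, a cytokine of the inflammasome, 1.34 ± 0.745, 4.50 ± 3.04 and 3.28 ± 2.18. None of the 11 genes that could be tested differed by edgeR between any 2 groups. In H₂O₂/saline against control 3 of them had an unadjusted p under 0.05, and in H₂O₂/SB431542 against H₂O₂/saline 0. DESeq2, and edgeR blocked on the replicate number, call *Il1b* and *Ptger2* higher with H₂O₂ and 0 genes with SB431542, and limma-voom calls 0 in both.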

The gene sets related to “keratin” and “collagen” were highly expressed in the H₂O₂/saline-treated group, but their expression was decreased by SB431542 administration, as demonstrated by the similarity between the heat maps for the control and H₂O₂/SB432542-treated groups.

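All 7 keratins and all 5 collagens of Fig 4D had their highest mean in H₂O₂/saline and a lower one in H₂O₂/SB431542. *Krt13* and *Krt6a* are keratins of stratified and regenerating epithelium, and *Col7a1* and *Col17a1* anchor epithelium to the layer beneath. *Krt13* had 0.456 ± 0.189, 217 ± 189 and 17.6 ± 14.3 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (n = 3), with log2 fold changes of 8.89 for H₂O₂ and −3.62 for SB431542 (adjusted p = 0.0600 and 0.528 with edgeR). With the replicate number as a block the first had an adjusted p = 0.0139, and over all alternatives 2.24e-153 to 0.429. *Krt6a* had 0.613 ± 0.417, 331 ± 297 and 31.7 ± 35.1 (9.07 and −3.39, adjusted p = 0.0616 and 0.550). *Krt19* and *Krt7*, of simple and transitional epithelium, had 2343 ± 463 and 3556 ± 964 CPM in control, 7108 ± 3458 and 6154 ± 1294 in H₂O₂/saline, and 4163 ± 1230.2 and 4723 ± 701 in H₂O₂/SB431542. *Col7a1* had 1.28 ± 0.184, 49.7 ± 41.7 and 16.0 ± 11.8 (5.27 and −1.63, adjusted p = 0.0600 and 0.634), and *Col17a1* 16.1 ± 4.87, 164 ± 102 and 127 ± 54.5 (3.35 and −0.36, adjusted p = 0.0600 and 0.875). No keratin or collagen of the figure passed the test with edgeR. At an unadjusted p under 0.05 there were 7 keratins and 4 collagens for H₂O₂ and 4 and 0 for SB431542, and with the replicate block 5 keratins and 2 collagens rose with H₂O₂. DESeq2 calls all 7 keratins and 4 collagens higher with H₂O₂ and 0 lower with SB431542, and limma-voom calls 0. Without H₂O₂/saline 1 edgeR calls 7 keratins and 3 collagens for H₂O₂, and *Krt13* and *Krt23* lower with SB431542. In replicates 2 and 3 alone, chosen after seeing the data, it calls 7 and 3 higher with H₂O₂ and 4 and 1 lower with SB431542. Measured on group means in log2 CPM, H₂O₂/SB431542 was nearer H₂O₂/saline than control for the keratins (4.25 against 5.66) and for the collagens (1.61 against 4.09). For the keratins the nearer group becomes control without H₂O₂/saline 1 (5.66 to control, 8.20 to H₂O₂/saline) and without H₂O₂/SB431542 2 (4.28 and 5.76). For the collagens it stays H₂O₂/saline with every library left out. This order depends on the log2 scale. In CPM itself, the means of *Krt13*, *Krt6a*, *Krt19*, *Krt7* and *Col7a1* above lay nearer control, and that of *Col17a1* nearer H₂O₂/saline.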

**Fig 4:**
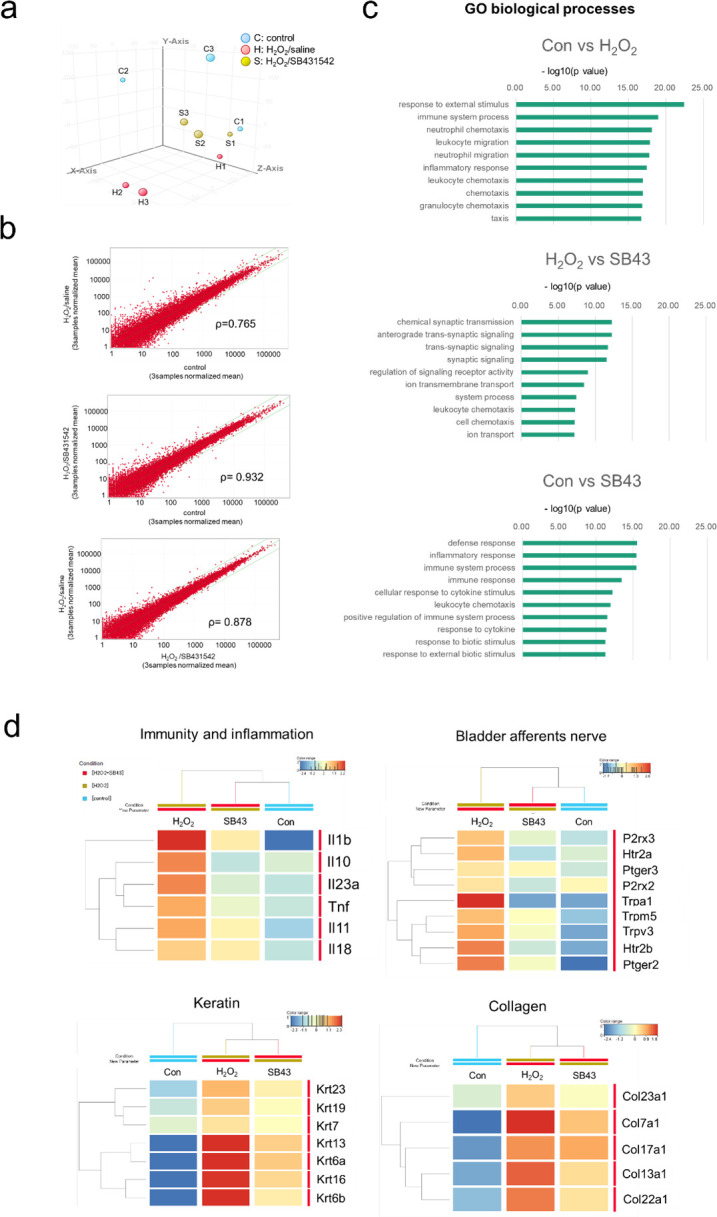
RNA-seq analyses suggest molecular mechanisms through which SB431542 alleviated cystitis. H₂O₂-treated mice received intraperitoneal injections of SB431542 or saline as in Fig 3. On day 10, RNA was extracted from the bladder and examined by RNA sequencing. (a) Data of principal component analysis are shown. Blue, red and yellow dots represent control, H₂O₂/saline-treated, and H₂O₂/SB431542-treated groups, respectively. (b) Scatter plots are shown. Green lines show changes in expression with p = 0.01.ρ: Spearman’s rank correlation coefficient (control group vs. H₂O₂/SB431542-treated group: R2 = 0.932, H₂O₂/saline-treated group vs. H₂O₂/SB431542-treated group: R2 = 0.878, control H₂O₂/saline-treated group vs. H₂O₂/saline-treated group: R2 = 0.765). (c) Biological processes suggested by Gene Ontology (GO) analysis are shown. GO terms that were changed more than 2-fold were selected, and the top 10 GO terms with the lowest p-values are drawn. (d) Heat maps and hierarchical clustering analyses comparing control, H₂O₂/saline and H₂O₂/SB431542 groups are shown.

### H₂O₂ infusion augmented expression of *Trpa1*, *IL-1β*, *Col7a1*, *Krt13*, and *Krt6a* genes in the bladder, which was reversed by SB431542 administration

To confirm the results from the heatmap and the hierarchical clustering analyses, we performed reverse transcription-quantitative PCR (RT-qPCR) and validated expression levels of the representative genes that were categorized in the “bladder afferents nerve”, “immunity and inflammation”, “keratin”, and “collagen”. We found that mRNA for the *Trpa1* gene that is involved in bladder afferents was highly expressed in the bladder of the H₂O₂/saline-treated mice, whereas the *Trpa1* mRNA was significantly less abundant in the bladder of control and the H₂O₂/SB431542-treated mice. Similar results were also obtained by evaluating mRNA for the inflammatory cytokine *IL-1β*, *Krt13* and *Krt6a* that are expressed in urothelial cells, and *Col7a1* that is involved in fibrosis (Fig 5).

**Fig 5:**
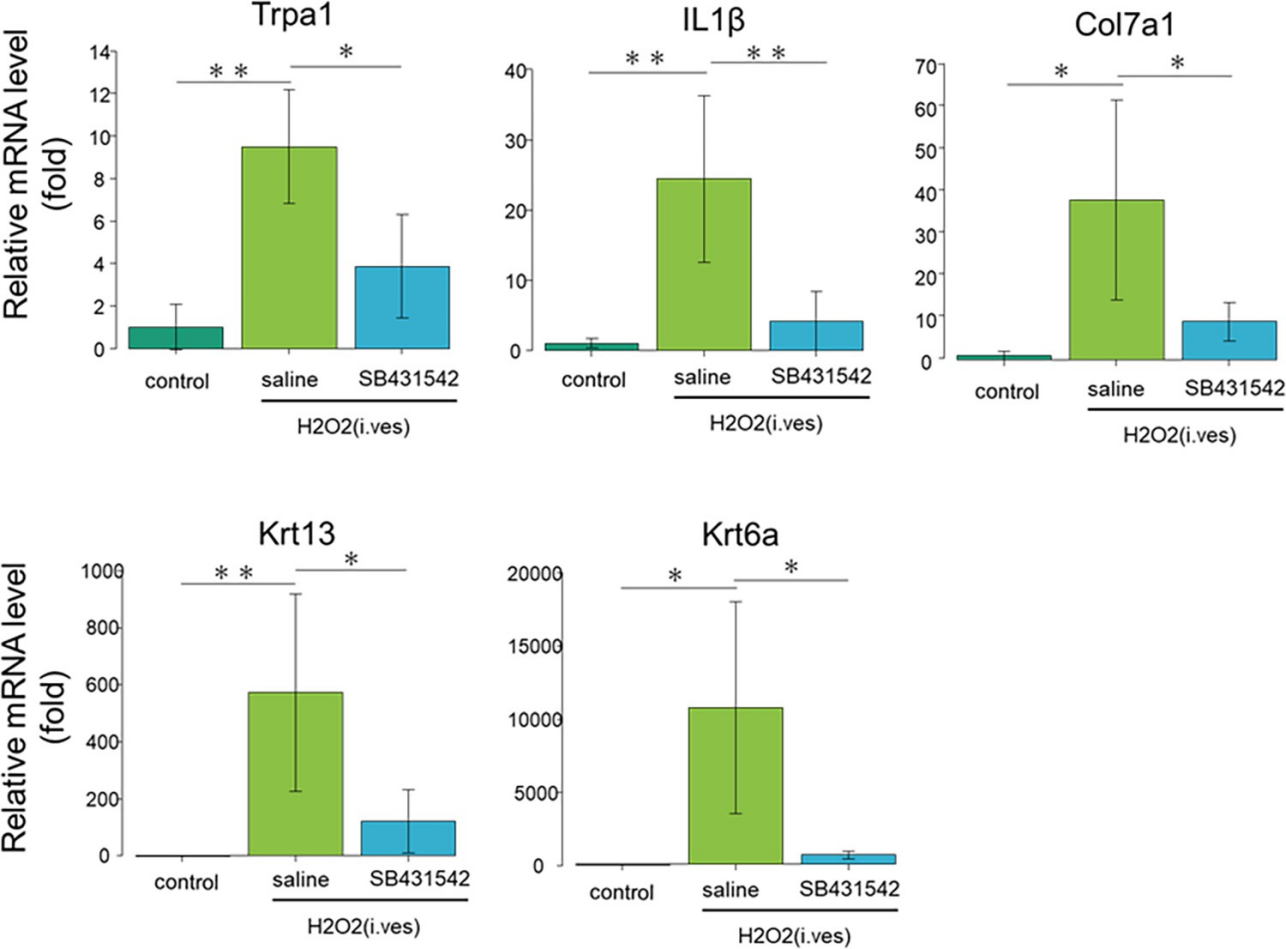
SB431542 treatment restored enhanced expression of several genes. Bladder was excised from control, H₂O₂/saline-treated and H₂O₂/SB431542-treated mice as in Fig 4. RNA was extracted from the bladder, and RT-qPCR validation of the indicated genes were performed. Shown are as means ± sd. of relative mRNA levels (n = 4 mice). *p<0.05 and **p<0.01 between the indicated groups.

### SB431542 administration ameliorated bladder fibrosis in the H₂O₂-induced cystitis model

To determine the degree of fibrosis, the bladder tissue sections were subjected to AZAN staining that enables us to distinguish between collagen fibers (blue) and muscles (red). The proportion of the fibrosis area in each bladder tissue specimen was calculated (Fig 6). The H₂O₂/saline-treated group higher proportion of fibrosis area in the bladder than the control group, while the proportion in the H₂O₂/SB431542-treated group was comparable to that in the control group.

**Fig 6:**
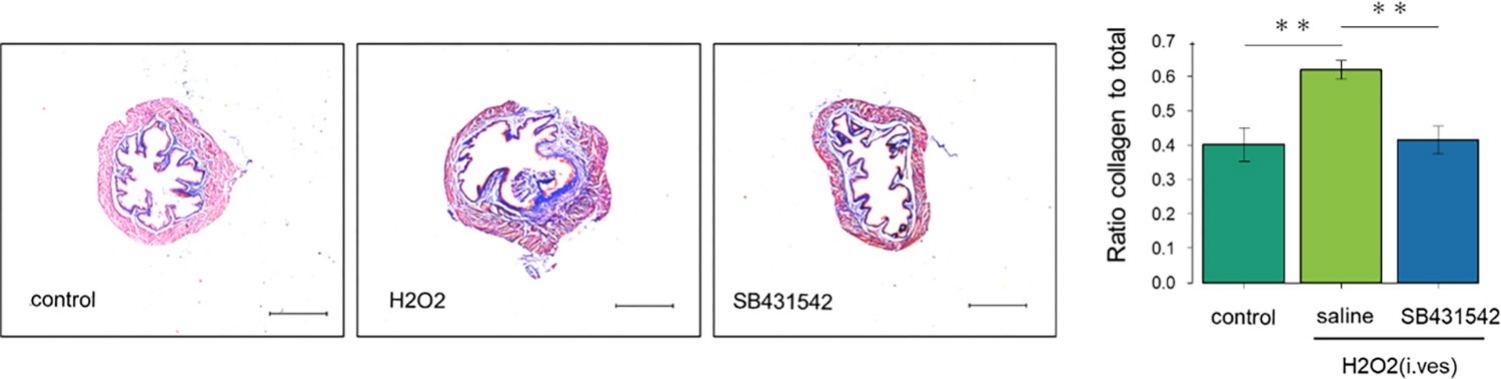
SB431542 treatment inhibited fibrosis of the bladder in H₂O₂-induced cystitis mice. Bladder tissue sections were stained with Azan, and microscopic images were analyzed as described in the Materials and Methods. (Left), microscopic images are shown (control group vs. H₂O₂/saline-treated group, control group vs. H₂O₂/SB431542-treated group, H₂O₂/saline-treated group vs. H₂O₂/SB431542-treated group; p = 0.0000764, p = 0.8656326, p = 0.0001310, respectively). Scale bar = 1,000μm. (Right), Means ± sd. of ratios of (collagen-stained area)/(total area) were calculated (n = 4 mice per group). **p<0.01 between the indicated groups.

## Discussion

Systemic administration of a TGF-β inhibitor improved disturbance of urinary function in a mouse model of IC/PBS. The present results can contribute to the elucidation of molecular pathophysiology of IC/PBS and mechanisms of therapeutic effect of TGF-β inhibitors on IC/PBS [7].

Our RNA-seq analyses results suggest that some genes categorized into four gene sets, i.e., “bladder afferents nerve”, “immunity and inflammation”, “keratin”, and “collagen” may have contributed to the therapeutic effect of SB431542 on the cystitis.

One of the mechanisms of bladder pain induction in IC/PBS is assumed to be chronic tissue inflammation that causes functional changes in C-fiber afferents [13]. In particular, *Trpa1*, a polymodal receptor, has been identified not only in C-fiber afferents, but also in urothelial cells and detrusor muscle cells in the urinary bladder. It has been confirmed that an administration of a TRPA1 channel activator into the bladder induces detrusor overactivity [14].

The H₂O₂ stimulus causes oxidative stress in the bladder, leading to activation of the afferent pathway of capsaicin-sensitive C-fibers, which subsequently results in hyperactivity of the detrusor muscles [15,16]. Oyama et al. reported that mRNA expression of *Trpa1* in bladders of the H₂O₂-treated mice was significantly higher than that in the control mice [17]. In the present study, the overexpression of the genes that could be involved in afferent nerve of the bladder was restored by SB431542 treatment, as shown by the heatmap of RNA-seq analyses (Fig 4D). 

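*Trpa1* and *Bdkrb1*, receptors through which bladder nerves sense injury, had their highest mean in H₂O₂/saline. *Trpa1* opens to oxidants and *Bdkrb1* binds kinins made in inflamed tissue. *Trpa1* had 0 counts in all 3 controls and all 3 H₂O₂/SB431542 libraries, and 0, 58 and 61 counts in H₂O₂/saline 1 to 3. It is too low to be tested in the main setting. *Bdkrb1* had 0.0348 ± 0.0302, 5.50 ± 4.70 and 1.01 ± 0.754 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (log2 fold change 7.18 for H₂O₂, adjusted p = 0.0600 with edgeR). With the replicate number as a block the adjusted p was 0.0137, within 1.05e-17 to 0.412 over all alternatives. *Bdnf*, a growth factor of nerves, was lowest in H₂O₂/saline, with 3.02 ± 2.89, 0.397 ± 0.120 and 2.40 ± 1.40 CPM (−2.92 for H₂O₂ and 2.58 for SB431542, adjusted p = 0.0826 and 0.528). As a list, 25 receptors and channels of bladder afferents rose with H₂O₂ (18 positive, median 0.47, camera adjusted p = 0.00455, 0.188 with an estimated correlation), a call lost with at least 10 counts in every library. With SB431542 the list did not pass the test (9 positive, −0.12, adjusted p = 0.282), and it remained above control in H₂O₂/SB431542 (0.38, 0.00878, 0.138 with an estimated correlation). *Ptger3* and *Trpv4*, the better expressed receptors, had 6.00 ± 3.63 and 179 ± 58.7 CPM in control, 10.8 ± 4.54 and 227 ± 27.2 in H₂O₂/saline, and 8.38 ± 1.16 and 217 ± 36.4 in H₂O₂/SB431542.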

RT-qPCR indicated that the mRNA level for *Trpa1* was elevated in the cystitis and was decreased by SB431542 treatment (Fig 5).

Recent RNA-seq analyses suggested that immunologic inflammatory processes might support the pathophysiology of Hunner type interstitial cystitis [18]. TGF-β has opposing pro- and anti-inflammatory effects. TGF-β knockout mice displayed lethal inflammation, whereas an immunosuppressive function of TGF-β is also reported [19,20]. Meanwhile TGF-β may conversely play pro-inflammatory effects on Th17 cells and cells of the innate immune system. TGF-β, together with interleukin-6 (*IL-6*), was reported to be an essential player in driving pro-inflammatory Th17 lineage differentiation [21–23]. In addition, patients with autoimmune diseases often develop IC/BPS as a complication [24]. Th17 cells, which is causally associated with Hunner type interstitial cystitis, have also been implicated in autoimmune diseases such as rheumatoid arthritis, multiple sclerosis, psoriasis, and inflammatory bowel disease [25–27]. A previous report suggested that inhibition of the TGF-β signaling pathway may be beneficial in patients with autoimmune disorders, such as multiple sclerosis, through downregulation of the Th17 pathway [28]. Minami et al. reported that mRNA expression of *IL-1β* in bladders of the H₂O₂-treated mice was significantly higher than that in the control mice [29]. 

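The cytokines of the heatmap stood between control and H₂O₂/saline in the H₂O₂/SB431542 bladders, except *Il10*, and all of them are expressed at low levels. *Il1b* drives acute inflammation, *Il23a* maintains Th17 cells and *Il10* restrains inflammation. *Il1b* had 0 counts in each control, 2, 62 and 94 counts in H₂O₂/saline 1 to 3, and 0, 20 and 14 in H₂O₂/SB431542 1 to 3. In CPM the treated groups had 1.33 ± 1.16 and 0.273 ± 0.253 (adjusted p = 0.0930 for H₂O₂ and 0.670 for SB431542 with edgeR). With the replicate number as a block the difference of *Il1b* with H₂O₂ had an adjusted p = 0.0261, within 7.36e-06 to 0.282 over all alternatives. *Tnf* had 0.0952 ± 0.104, 0.367 ± 0.243 and 0.194 ± 0.255 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (adjusted p = 0.569 and 0.894), and *Il10* 0.138 ± 0.157 and 0.413 ± 0.226 in the first 2, with H₂O₂/SB431542 below control. *Il11*, a cytokine of fibroblasts, had 0.208 ± 0.224, 0.792 ± 0.360 and 0.484 ± 0.385, and *Il23a*, too low to test, 0.0436 ± 0.0402, 0.273 ± 0.181 and 0.0706 ± 0.0447. Macrophage genes, which are better expressed, also lay between: *C1qa* had 78.4 ± 5.67, 186 ± 53.7 and 122 ± 42.2 CPM (1.25 for H₂O₂ and −0.60 for SB431542, adjusted p = 0.0616 and 0.557). *H2-Aa* had 88.6 ± 9.62, 199 ± 25.4 and 121 ± 29.6 (1.17 and −0.72, adjusted p = 0.0600 and 0.528). The fit blocked on replicate number calls both higher for H₂O₂ and neither for SB431542. Relative to the control mean, the median of the macrophage list was 0.62, 1.49 and 1.35 in H₂O₂/saline 1 to 3 and 0.28, 1.08 and 0.56 in H₂O₂/SB431542 1 to 3.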

In the present study, the heatmap and hierarchical clustering analysis showed that TGF-β inhibitor treatment partially restored the expression of the genes that are involved in immunity and inflammation, as shown in the Fig 4D. Also, the mRNA level for *IL-1β* was elevated in the cystitis and was decreased by SB431542 treatment (Fig 5). However, GO analysis indicated that there was still an inflammatory difference between control and H₂O₂/SB431542-treated group. 

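Genes that interferon switches on, chemokines, cytokines and genes of antigen presentation stood higher as lists in H₂O₂/SB431542 than in control. *Cxcl10* and *Ifit2* belong to the first group, and *Ciita* is the master switch of MHC class II. The paper concludes that SB431542 suppressed inflammation partially but not completely. Chemokines rose against control (median log2 fold change 1.91, camera adjusted p = 2.81e-05), as did cytokines (1.31, 2.29e-06) and MHC class II genes (0.83, 3.71e-10). All 3 had an adjusted p = 0.138 with an estimated correlation. Macrophage markers stood 0.68 above control (adjusted p = 3.98e-06, 0.353 with an estimated correlation), and mast cell and eosinophil markers 0.82 (0.0477 and 0.416), a call lost with DESeq2, limma-voom, at least 10 counts in every library and without control 3 or H₂O₂/SB431542 2. *Ciita* had 1.47 ± 0.566 CPM in control, 4.84 ± 1.52 in H₂O₂/saline and 4.82 ± 0.108 in H₂O₂/SB431542. *Cxcl10* was highest in H₂O₂/SB431542, with 3.33 ± 3.84 against 1.24 ± 0.903 in H₂O₂/saline and 0.252 ± 0.183 in control. *Ifit2* was also higher in H₂O₂/SB431542 than in H₂O₂/saline (4.65 ± 2.07 and 1.25 ± 0.0949 CPM, log2 fold change 1.90, adjusted p = 0.528 with edgeR over all genes), while the interferon list as a whole did not pass the test between them (0.33, adjusted p = 0.288) unless H₂O₂/SB431542 1 is left out, where it is higher. Its medians relative to the control mean were 0.57, 2.27 and 2.00 in H₂O₂/saline 1 to 3 and 0.81, 1.97 and 2.60 in H₂O₂/SB431542 1 to 3. *Il1rn*, which blocks the receptor of interleukin 1, had 3.60 ± 1.17, 36.9 ± 26.6 and 17.3 ± 9.15 CPM in the 3 groups.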

In other words, it can be concluded that the administration of TGF-β inhibitors partially, but not completely, suppressed inflammation.

TGF-β inhibitors have been reported to inhibit fibrosis in various diseases [7]. There was a report that a TGF-β receptor inhibitor was administered to rats with ketamine-induced bladder fibrosis and it inhibited the bladder fibrosis of the mouse [30]. Minami et al. showed that fibrosis area in bladder submucosa of the H₂O₂-treated mice increased than that of the control mice [29]. In IC/BPS patients, collagen staining area of the bladder is increased. The bladder fibrosis is associated with decreased bladder compliance, uncontrolled detrusor contractions, increased frequency of urination, and decreased bladder capacity [31–34]. In the present study, TGF-β inhibitor administration improved the expression of genes related to fibrosis as shown in the heatmap of RNA-seq analyses. Moreover, SB431542 treatment inhibited fibrosis of the bladder in cystitis (Fig 6). 

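Genes of fibrosis rose with H₂O₂ as groups, and on day 10 the fibrillar collagens were about as high with SB431542 as without it. *Col1a1* and *Col3a1* make up most scar collagen, *Timp1* protects matrix from breakdown, and *Tgfbi* is a matrix protein that TGF-β switches on. The 11 fibrillar collagens rose in H₂O₂/saline against control (median log2 fold change 0.74, camera adjusted p = 0.000479, 0.188 with an estimated correlation) and in H₂O₂/SB431542 against control (0.75, 2.24e-05, 0.137 with an estimated correlation). Smooth muscle genes fell in the same 2 comparisons (−0.50 and −0.53, camera adjusted p = 2.57e-05 and 2.90e-06, 0.296 and 0.406 with an estimated correlation). Their fall rests on controls 2 and 3, since control 1 lies at −0.64 relative to the control mean, below every library of both H₂O₂ groups. Between H₂O₂/SB431542 and H₂O₂/saline the collagens had a median of −0.13 (adjusted p = 0.706). *Col1a1* had 1068 ± 435, 1768 ± 432 and 1847 ± 755 CPM in control, H₂O₂/saline and H₂O₂/SB431542. *Col3a1* had 757 ± 294, 1585 ± 440.5 and 1351 ± 217 (1.07 for H₂O₂ and −0.23 for SB431542, adjusted p = 0.0990 and 0.862 with edgeR). Fibroblast activation genes rose with H₂O₂ (0.92, camera adjusted p = 1.09e-05, 0.280 with an estimated correlation) and had a median of −0.33 with SB431542 (0.0666), called lower with DESeq2, no filter, without H₂O₂/saline 1 or H₂O₂/SB431542 2, and in replicates 2 and 3 alone. *Timp1* had 5.56 ± 1.56, 53.7 ± 38.3 and 19.4 ± 12.4 CPM (3.27 and −1.47, adjusted p = 0.0600 and 0.550 with edgeR). Targets of TGF-β rose with H₂O₂ (0.33, camera adjusted p = 0.00410, 0.296 with an estimated correlation), a call lost without control 1. They did not pass the test between H₂O₂/SB431542 and H₂O₂/saline (−0.15, camera adjusted p = 0.140) or control (0.32, 0.0610). The replicate block calls them higher in H₂O₂/SB431542 than in control (adjusted p = 0.0112, 0.453 with an estimated correlation), as do no filter, only the 2 groups compared, replicate 1 as a covariate, and leaving out control 2, H₂O₂/saline 1 or H₂O₂/SB431542 3. No filter, leaving out H₂O₂/saline 1, and replicates 2 and 3 alone (0.00345, 0.474 with an estimated correlation; chosen after seeing the data) call them lower in H₂O₂/SB431542 than in H₂O₂/saline. *Tgfbi* had 56.5 ± 1.87, 125 ± 37.0 and 76.2 ± 16.9 CPM (1.15 and −0.72, adjusted p = 0.0600 and 0.528). *Tgfb1* itself had 64.0 ± 23.6, 124 ± 23.0 and 91.4 ± 24.0 and *Tgfb2* 14.4 ± 9.32, 6.07 ± 1.79 and 12.2 ± 2.82, and the ligands, receptors and Smads did not shift as a list (adjusted p = 0.980 for H₂O₂). Blocked on the replicate number, edgeR calls *Col3a1*, *Timp1*, *Tgfbi* and *Tgfb1* higher for H₂O₂ and none of them for SB431542.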

RT-qPCR indicated that the mRNA level for *Col7a1*, of which mutation is known to cause hereditary epidermolysis bullosa, was elevated in the cystitis and was decreased by SB431542 treatment [35]. Although *Col7a1* has not been reported as a mediator of H₂O₂-induced cystitis, the results of increased *Col7a1* expression in H₂O₂-induced cystitis mice are consistent because the bladder wall of H₂O₂-induced cystitis mice has been shown to have increased fibrosis [29].

Urothelial denudation is another characteristic histological feature of Hunner type interstitial cystitis. The loss of the urothelial barrier could permit the stimulation of urine to directly contact the afferent nerves in the bladder [18]. Since a defect in the urothelium is thought to be one of the causes in IC/PBS, there is a report of transplantation of urothelial cells created by direct conversion into H₂O₂ models [36]. Keratin is one of the cytoskeletons expressed in epithelial cells, including the urothelium of the bladder. Laguna et al. reported that keratin profiles of IC/BPS and normal bladder are different from each other [37]. *Krt13* is a keratin that can be expressed in normal urothelium and in IC/BPS to the same extent, but *Krt6a*, a component of basal keratin, is expressed in urothelium in IC/PBS but not in normal urothelium [37–39]. In the present study, mRNA levels for *Krt13* and *Krt6a* were increased by H₂O₂ administration and decreased by TGF-β inhibitor administration, suggesting that TGF-β inhibitor may have protected urothelial cell damage by H₂O₂ stimulus. *Krt6* and *Krt13* has not been reported as a mediator of H₂O₂-induced cystitis. The *Krt6* expression is seen in stratified epithelial cells featuring hyperproliferation, such as psoriasis. *Krt13* is associated with epithelial cell differentiation and signal transduction [40]. H₂O₂ destroys urothelial cells, followed by regeneration of urothelial cells through a process of proliferation and differentiation. Therefore, it seems that these increases in mRNA expression of keratins in H₂O₂-induced cystitis mice are consistent. According to previous reports, proteins involved in urothelial barrier function include uroplakins, proteoglycan core proteins, tight junction proteins, and claudins [1,41]. Uroplakin knockout mice have been used as mouse models of IC/PBS [41]. S4 Fig shows that the mean raw reads count of H₂O₂-treated mice was lower than that of control mice and SB43 mice, except for *Upk1b*. 

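Uroplakins form the plaques that seal the surface of the urothelium, and 4 of the 5 shown had lower mean counts after H₂O₂. Mean counts of *Upk1a* were 308163 ± 93124 in control, 172449 ± 87341 in H₂O₂/saline and 211695 ± 34109 in H₂O₂/SB431542 (n = 3). *Upk2* had 73856 ± 15549, 39554 ± 19154 and 48742 ± 4678, and *Upk1b* 43804 ± 8198, 51069.6 ± 6165 and 47859 ± 4703. Scaling with TMM turns the order for *Upk3b*: H₂O₂/SB431542 had 39986 ± 8337 against 37589.8 ± 5440.4 in H₂O₂/saline as counted, and 37638 ± 7881 against 39413 ± 8998 after scaling. The turn goes with the TMM factors and not with depth, since total counts differed little between these groups. The factors were 0.910, 0.947 and 0.995 in H₂O₂/saline 1 to 3 and 1.04, 1.06 and 1.07 in H₂O₂/SB431542 1 to 3. None of the differences passed the test: *Upk1a* had a log2 fold change of −0.79 and *Upk2* of −0.85 for H₂O₂ (adjusted p = 0.286 and 0.204 with edgeR). In the fit blocked on replicate number these became 0.0460 and 0.0420, within 0.000398 to 0.641 and 0.000576 to 0.534 over all alternatives. The uroplakin list, which also holds *Upk3bl*, had a median of −0.51 (camera adjusted p = 0.321). *Upk3bl* itself was higher after H₂O₂, with 87.0 ± 63.9 CPM against 13.0 ± 3.14 in control.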

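*Upk3a* encodes a uroplakin of the superficial cells. Its mean count was 179592 ± 22917 in control, 90123 ± 45419.8 in H₂O₂/saline and 124911 ± 10066 in H₂O₂/SB431542 (n = 3). After TMM scaling control and H₂O₂/saline had 4709 ± 621 and 2451 ± 1444 CPM, a log2 fold change of −0.94 (adjusted p = 0.168 with edgeR). Blocking on the replicate number gave an adjusted p = 0.0580, within 0.000153 to 0.476 over all alternatives. H₂O₂/SB431542 had 3001 ± 315 CPM, 0.29 from H₂O₂/saline (adjusted p = 0.841).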

The mean raw reads count of *UPK3a* in H₂O₂-treated mice was lower than that of control mice. 

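*Cldn8*, a claudin that tightens the seal between epithelial cells, had mean counts of 1562 ± 654 in control, 338 ± 212 in H₂O₂/saline and 735 ± 71.8 in H₂O₂/SB431542 (n = 3). In H₂O₂/SB431542 against H₂O₂/saline its log2 fold change was 0.93 (adjusted p = 0.557 with edgeR, 0.0308 to 0.968 over all alternatives). In H₂O₂/saline against control it was −2.14 (adjusted p = 0.0600, 0.0196 with the replicate number as a block, 2.30e-13 to 0.251 over all alternatives).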

The mean raw reads count of *Cldn8* in SB43 mice was higher than that in H₂O₂-treated mice. No obvious differences were observed for proteoglycan core proteins and tight junction proteins. 

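Proteoglycan cores carry the sugar chains that coat the urothelium, and junction proteins hold its cells together; neither group passed the list test for H₂O₂ or for SB431542. The 16 proteoglycan core genes had a median log2 fold change of 0.01 for H₂O₂ and 0.11 for SB431542 (camera adjusted p = 0.786 and 0.510). Tight and adherens junction genes had 0.10 and 0.06 (0.608 and 0.373) and claudins 0.50 and −0.37 (0.167 and 0.140). In H₂O₂/SB431542 against control the junction genes had 0.18 (camera adjusted p = 0.0790), and are called higher with the replicate block (0.0495, 0.231 with an estimated correlation). *Hspg2*, perlecan, had 510.0 ± 251, 546 ± 35.1 and 609.6 ± 170.0 CPM in control, H₂O₂/saline and H₂O₂/SB431542, and *Cspg4* 82.0 ± 42.8, 64.7 ± 11.6 and 88.0 ± 42.1. *Tjp1*, which anchors tight junctions, had 95.4 ± 14.5, 74.0 ± 11.2 and 102 ± 21.7 (−0.37 and 0.47, adjusted p = 0.400 and 0.562 with edgeR). *Cdh1*, E-cadherin, was higher after H₂O₂, with 276 ± 23.5 CPM in control and 471 ± 123 in H₂O₂/saline, and *Cldn4* had 736 ± 207 and 1257 ± 287 (adjusted p = 0.103 and 0.133).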

There were no previous reports on IC/PBS for GAG-synthesizing enzymes, but differences were found for *Hyal1* and *Xylt2*.

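*Hyal1* breaks down hyaluronan and *Xylt2* starts the sugar chains of proteoglycans. *Hyal1* had 11.1 ± 0.834 CPM in control, 14.4 ± 1.14 in H₂O₂/saline and 19.3 ± 1.01 in H₂O₂/SB431542 (n = 3), so its mean lay furthest from control with SB431542. Its log2 fold changes were 0.37 for H₂O₂ and 0.42 for SB431542 (adjusted p = 0.329 and 0.554 with edgeR). *Xylt2* had 35.0 ± 1.65, 33.2 ± 4.92 and 36.2 ± 2.92 CPM, differences of −0.07 and 0.12 on the log2 scale (adjusted p = 0.880 and 0.880). A larger difference was that of *Has3*, which makes hyaluronan, with 5.26 ± 1.21, 24.7 ± 15.0 and 19.5 ± 5.52 CPM (2.23 for H₂O₂, adjusted p = 0.0600, 0.0135 with the replicate number as a block, 1.48e-12 to 0.251 over all alternatives). The 22 glycosaminoglycan genes did not shift as a list (camera adjusted p = 0.201 for H₂O₂ and 0.827 for SB431542). Against control in H₂O₂/SB431542 they had 0.0593, and 0.0448 with the replicate block (0.231 with an estimated correlation).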

A prestigious work by Gonzalez et al, reported that SB505124 improved urinary dysfunction by inhibiting hyperexcitation of bladder afferent nerves in cyclophosphamide-cystitis model [5,6]. In the present study, SB431542 was found to have the best therapeutic effect among TGF-β inhibitors for the cystitis, despite being at the same concentration as other TGF-β inhibitors. SB431542 and SB505124 inhibited ALK4, 5, and 7, respectively, while Repsox had specific inhibition of ALK5, therefore inhibition of ALK5 may contribute to urinary function. However, we assume that the greater efficacy of SB431542 than Repsox and SB505124 is due to differences in the degree of inhibition of ALK4,7 and CK1α, β, δ [42–44].

TGF-β inhibitors have potential applications in a wide range of diseases. Preclinical and clinical trials have shown their usefulness in treatment for fibrosis and tumors, especially by enlarging to existing cancer therapies such as radiation, chemotherapy and tumor vaccines. However, TGF-β inhibitors has been reported to have tumorigenic potential, such as reversible cutaneous keratoacanthoma/squamous cell carcinoma and hyperkeratosis [45]. In the present study, the blood samples showed no adverse effects on liver and kidney functions (ALT level is significantly elevated in H₂O₂/SB431542-treated group compared to control and the H₂O₂/saline-treated group, but the change is within the normal range) (S5 Fig). Also, no obvious adverse events such as weight loss were observed in the cystitis mice (S6 Fig). To avoid adverse effects of TGF-β inhibitors, it may be safe to pre-select the patient population based on surrogate markers of TGF-β involvement in the disease process and possible adverse contraindications before initiating therapy [7]. Peripheral blood may provide a useful non-invasive marker, such as the ability to quantitatively screen a patient’s response to TGF-β inhibition based on measurement of P-SMAD2 levels in peripheral blood mononuclear cells [46]. In addition, when TGF-β inhibitors are actually administered to IC/BPS patients, it would be preferable to inject the TGF-β inhibitor locally into the bladder wall, like Botox injections for intractable overactive bladder. Alternatively, TGF-β inhibitor may be infused into the bladder, similar to intravesical infusion of DMSO to treat Hunner type interstitial cystitis, to avoid side effects of systemic administration, as a unique administration route specific to the bladder [47].

## Supporting information

S1 Fig Method of Voided Stain On Paper (VSOP) is shown. The surface area is made by fluid drops of known volume (1 μL, 2.5μL, 5 μL, 10 μL, 20 μL, 50 μL, 100 μL, 150 μL, 200 μL, 250 μL, 300 μL, 350 μL, 400 μL, 500 μL). Linear correlation between liquid volume and stained area on the filter paper (r2 = 0.9924, y = 0.1401x - 20.766).
(DOCX)

S2 Fig mRNA expressions of TGF-β are elevated in H₂O₂-induced mice. Effect of intravesical infusion of H₂O₂ on the mRNA expression levels of inflammatory cytokines. The mRNA expression levels of IL1β and TGF-β1,2 in control, saline, H₂O₂ groups (respectively n = 3) were measured by real-time RT-qPCR. Each mRNA level was normalized to the β-actin mRNA level and expressed relative to the control (fold). Results are represented as means ± sd. *P < 0.05, **P < 0.01.
(DOCX)

S3 Fig The stain sizes of the each group. Scale bar = 50mm.
(DOCX)

S4 Fig Expression of mRNAs related to barrier function is shown. The raw reads count of mRNAs related to barrier function in control, H₂O₂/saline-treated and H₂O₂/SB431542-treated groups (respectively n = 3) were measured by RNA-seq analyses. Results are represented as means ± sd. No statistically significant differences are shown because raw reads count is used.
(DOCX)

S5 Fig Biological toxicity in liver and kidney is not confirmed. Blood samples were collected for the assessment of liver and renal toxicity. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, SB431542: intravesical H₂O₂ injection+ intraperitoneal SB431542 injection, respectively n = 4. Results are represented as means ± sd. *P<0.05. AST, aspartate aminotransferase; ALT, alanine aminotransferase; BUN, blood urea nitrogen; Cre, creatinine.
(DOCX)

S6 Fig Body weight and bladder weight. Bladder weight (mg) on post-instillation day 10. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, inhibitors(Repsox, SB431542, and SB505124): intravesical H₂O₂ injection+ intraperitoneal inhibitors injection, respectively n = 4. Chronological changes in whole body weight(g) on baseline, H₂O₂ pre-instillation day 0 and post-instillation day 4, 7. Results are represented as means ± sd. N.S.: no significant difference.
(DOCX)

# Supplementary material for: TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients
**Source:** PLoS One. 2023 Nov 6;18(11):e0293983. doi: 10.1371/journal.pone.0293983
**Supplement:** S1 Fig — The surface area is made by fluid drops of known volume (1 μL, 2.5μL, 5 μL, 10 μL, 20 μL, 50 μL, 100 μL, 150 μL, 200 μL, 250 μL, 300 μL, 350 μL, 400 μL, 500 μL). Linear correlation between liquid volume and stained area on the filter paper (r2 = 0.9924, y = 0.1401x - 20.766).

**S1 Fig.**

**
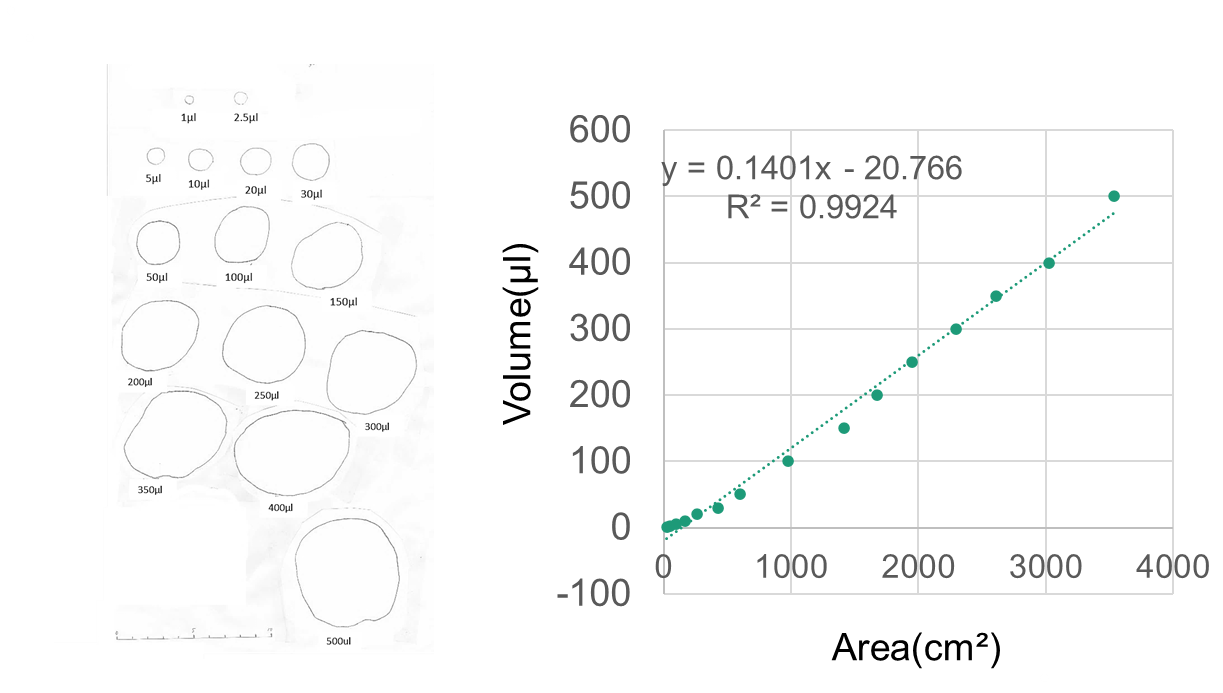
**

**S1 Fig.　Method of Voided Stain On Paper (VSOP) is shown.**The surface area is made by fluid drops of known volume (1 μL, 2.5μL, 5 μL, 10 μL, 20 μL, 50 μL, 100 μL, 150 μL, 200 μL, 250 μL, 300 μL, 350 μL, 400 μL, 500 μL). Linear correlation between liquid volume and stained area on the filter paper (r2= 0.9924, y = 0.1401x - 20.766).

# Supplementary material for: TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients
**Source:** PLoS One. 2023 Nov 6;18(11):e0293983. doi: 10.1371/journal.pone.0293983
**Supplement:** S2 Fig — Effect of intravesical infusion of H₂O₂ on the mRNA expression levels of inflammatory cytokines. The mRNA expression levels of IL1β and TGF-β1,2 in control, saline, H₂O₂ groups (respectively n = 3) were measured by real-time RT-qPCR. Each mRNA level was normalized to the β-actin mRNA level and expressed relative to the control (fold). Results are represented as means ± sd. *P < 0.05, **P < 0.01.

**S2 Fig.**

**
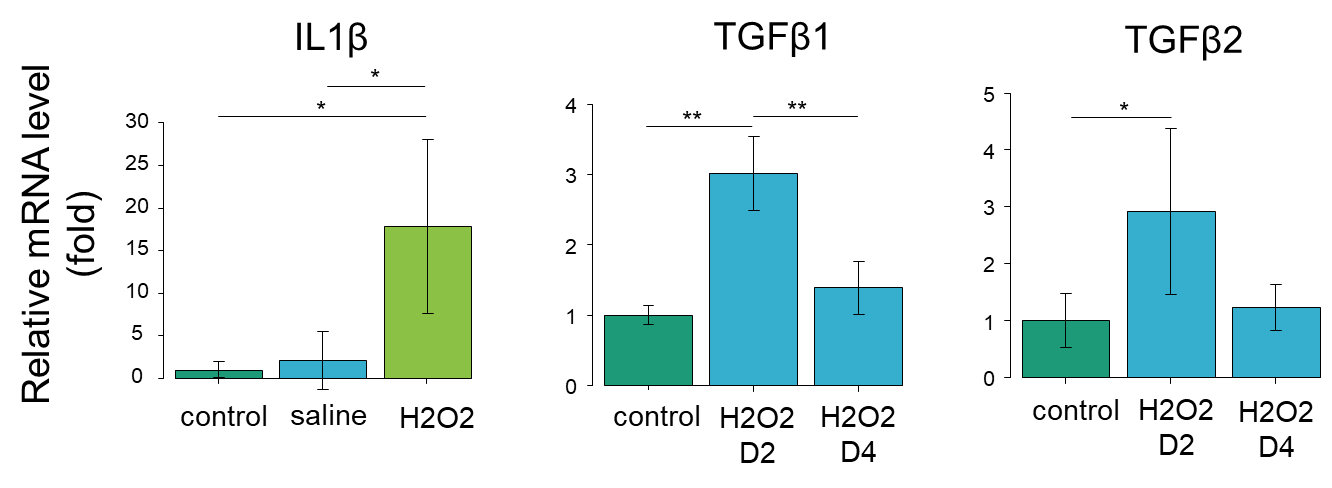
**

**S2 Fig. mRNA expressions of TGF-β are elevated in H₂O₂-induced mice.**

Effect of intravesical infusion of H₂O₂ on the mRNA expression levels of inflammatory cytokines. The mRNA expression levels of IL1β and TGF-β1,2 in control, saline, H₂O₂ groups (respectively n=3) were measured by real-time RT-qPCR. Each mRNA level was normalized to the β-actin mRNA level and expressed relative to the control (fold). Results are represented as means ± sd. *P < 0.05, **P < 0.01.

# Supplementary material for: TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients
**Source:** PLoS One. 2023 Nov 6;18(11):e0293983. doi: 10.1371/journal.pone.0293983
**Supplement:** S4 Fig — The raw reads count of mRNAs related to barrier function in control, H₂O₂/saline-treated and H₂O₂/SB431542-treated groups (respectively n = 3) were measured by RNA-seq analyses. Results are represented as means ± sd. No statistically significant differences are shown because raw reads count is used.

**S4 Fig.**

**
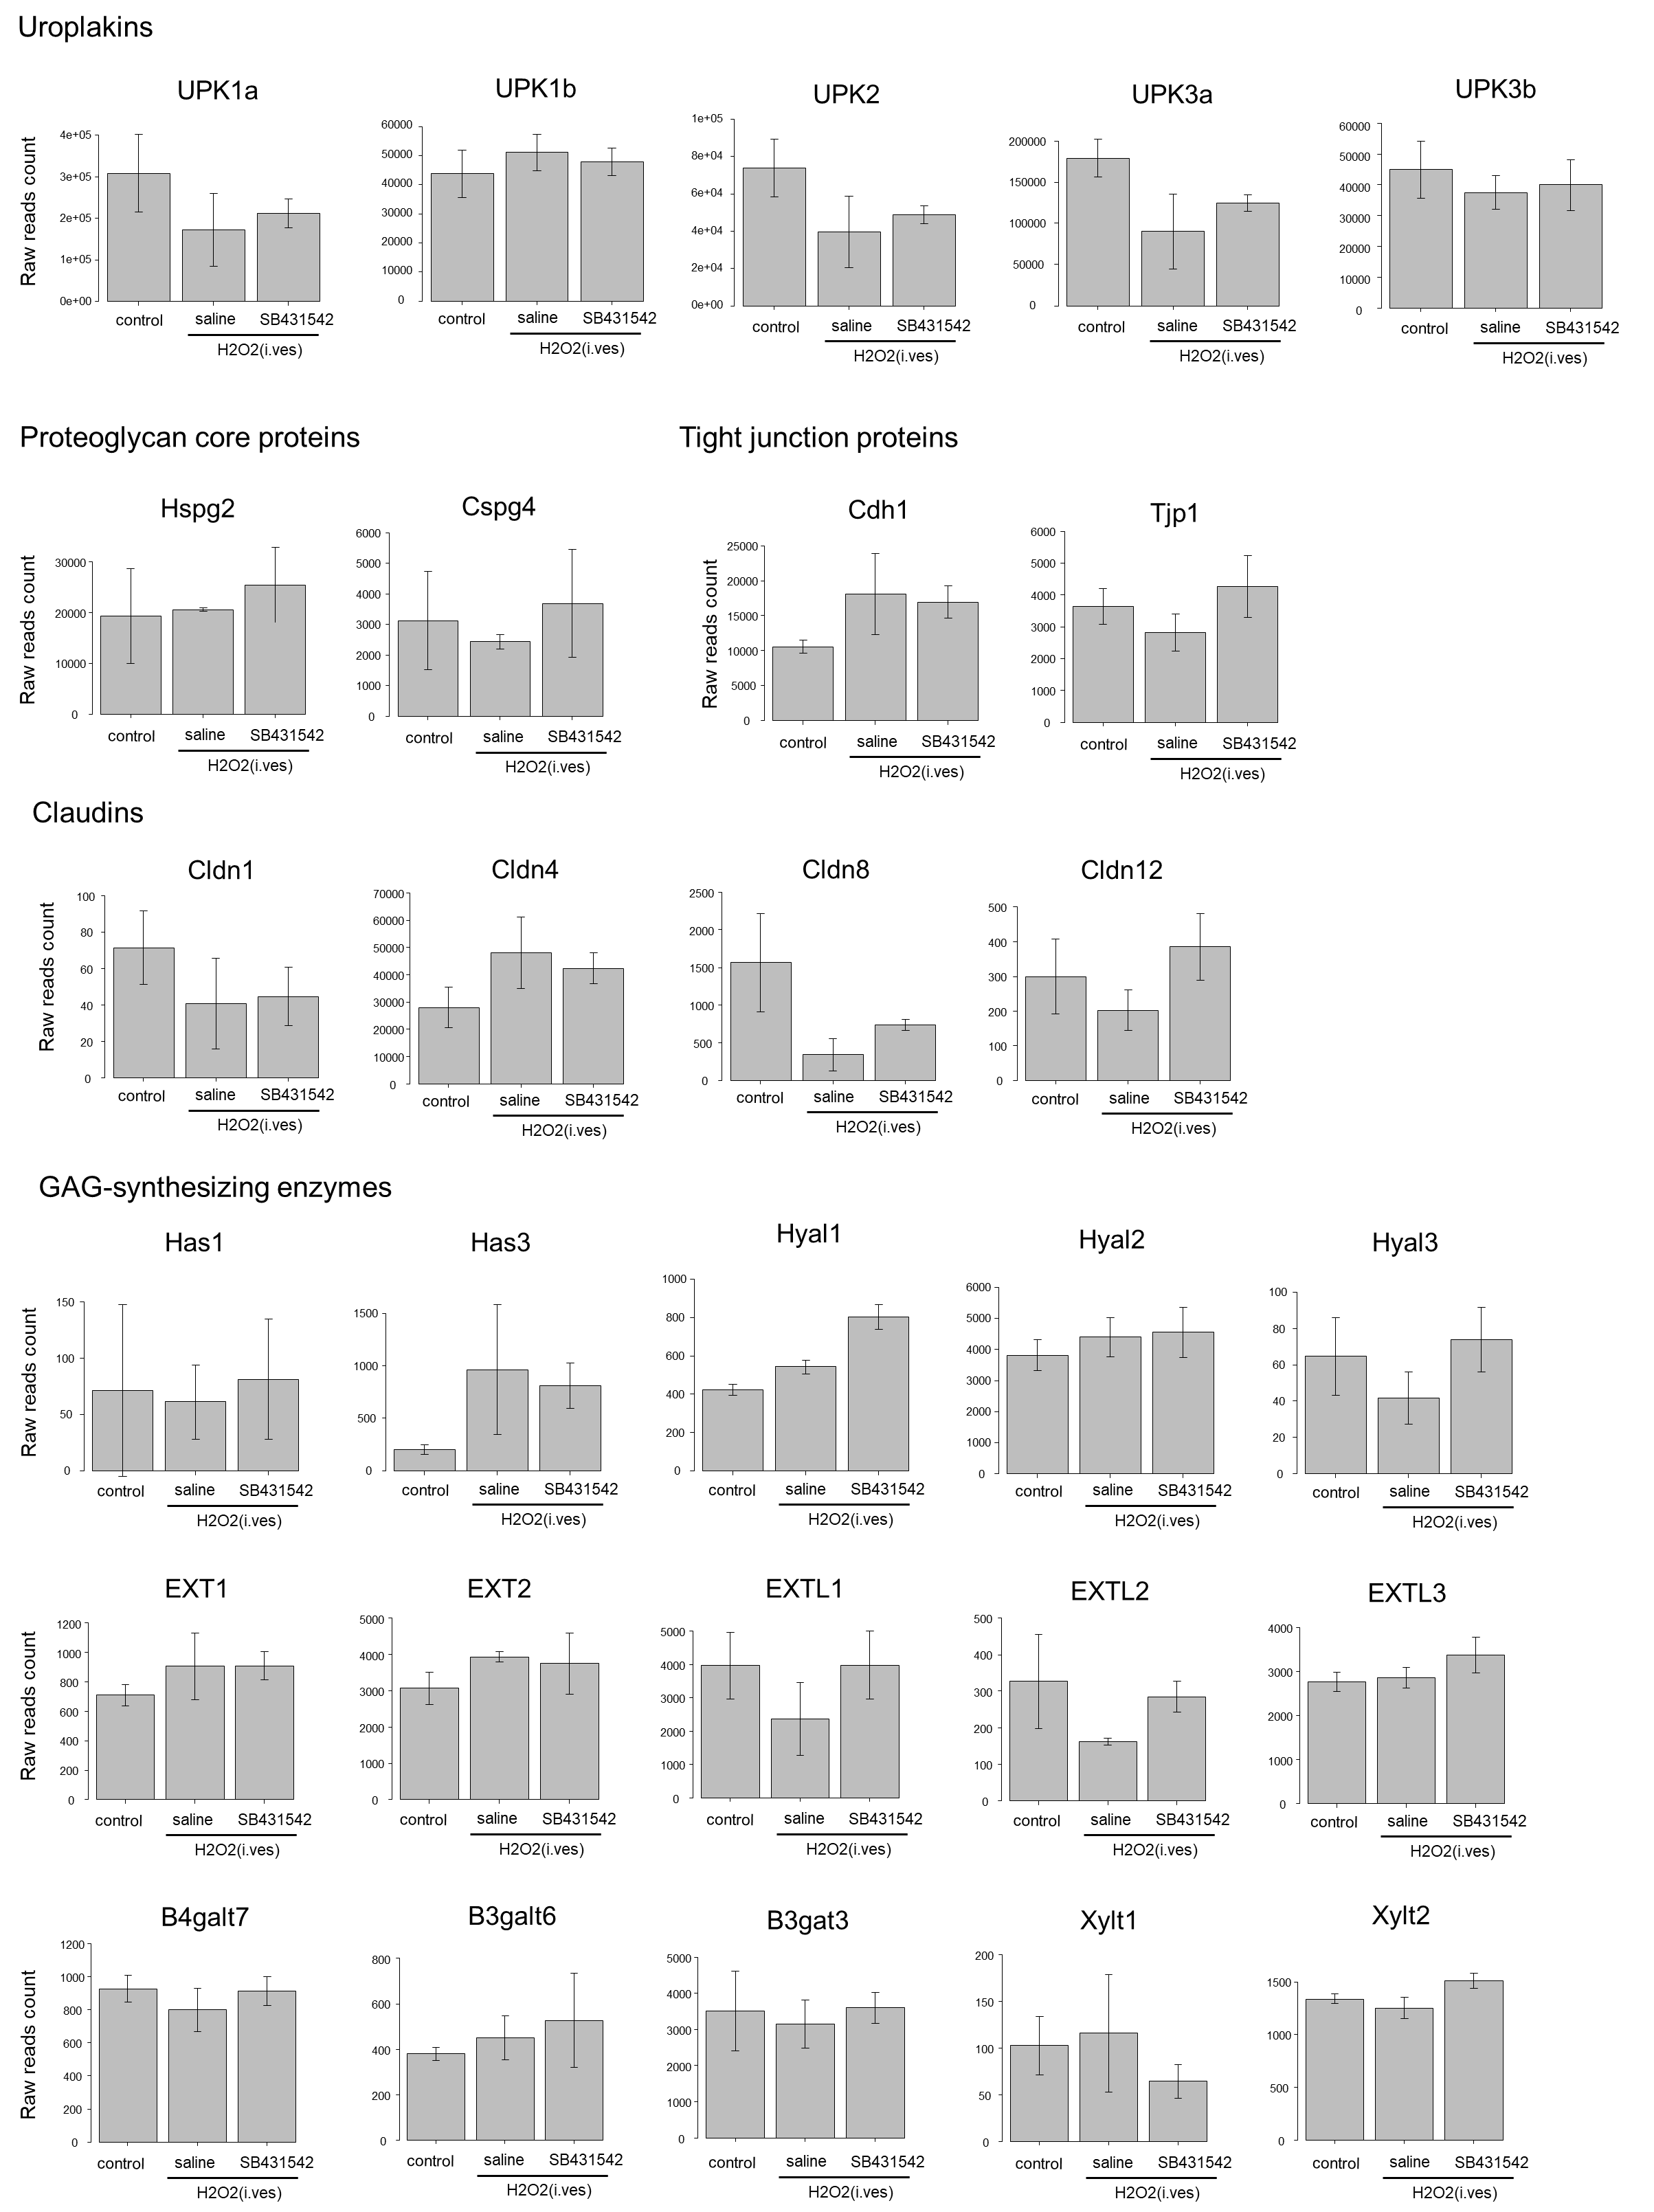
**

**S4 Fig. Expression of mRNAs related to barrier function is shown.** The raw reads count of mRNAs related to barrier function in control, H₂O₂/saline-treated and H₂O₂/SB431542-treated groups (respectively n=3) were measured by RNA-seq analyses. 

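Raw counts carry the depth of each library, which differed little between these groups: the middle library of each group had 38134806 counts in control, 40603580 in H₂O₂/saline and 39860560 in H₂O₂/SB431542. Of the 28 genes, 16 had their lowest mean in H₂O₂/saline, 11 in control and 1 in H₂O₂/SB431542, and after TMM scaling 14, 11 and 3. Among the 16 are *Extl2* and *Cldn12*, at 162 ± 8.41 and 202 ± 59.3 counts against 327 ± 129 and 299 ± 108 in control and 284 ± 42.9 and 385 ± 95.7 in H₂O₂/SB431542 (n = 3). *Extl1*, which extends heparan sulfate, had 3966 ± 1006, 2366 ± 1097 and 3972 ± 1018 counts, and *Hyal3* 64.6 ± 21.4, 41.8 ± 14.4 and 73.9 ± 17.9. No gene of the figure differed between any 2 groups by edgeR at an adjusted p under 0.05, and at an unadjusted p under 0.05 there were 7 for H₂O₂ and 5 for SB431542. DESeq2 calls *Has3*, *Extl2*, *Cldn4*, *Cldn8* and *Cdh1* for H₂O₂ and 0 for SB431542, and limma-voom 0 in both. Blocked on the replicate number, edgeR calls *Upk1a*, *Upk2*, *Cldn8* and *Extl1* lower and *Has3* higher for H₂O₂, *Has3* also for H₂O₂/SB431542 against control, and 0 for SB431542.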

Results are represented as means ± sd. No statistically significant differences are shown because raw reads count is used.

# Supplementary material for: TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients
**Source:** PLoS One. 2023 Nov 6;18(11):e0293983. doi: 10.1371/journal.pone.0293983
**Supplement:** S5 Fig — Blood samples were collected for the assessment of liver and renal toxicity. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, SB431542: intravesical H₂O₂ injection+ intraperitoneal SB431542 injection, respectively n = 4. Results are represented as means ± sd. *P<0.05. AST, aspartate aminotransferase; ALT, alanine aminotransferase; BUN, blood urea nitrogen; Cre, creatinine.

**S5 Fig.**

**
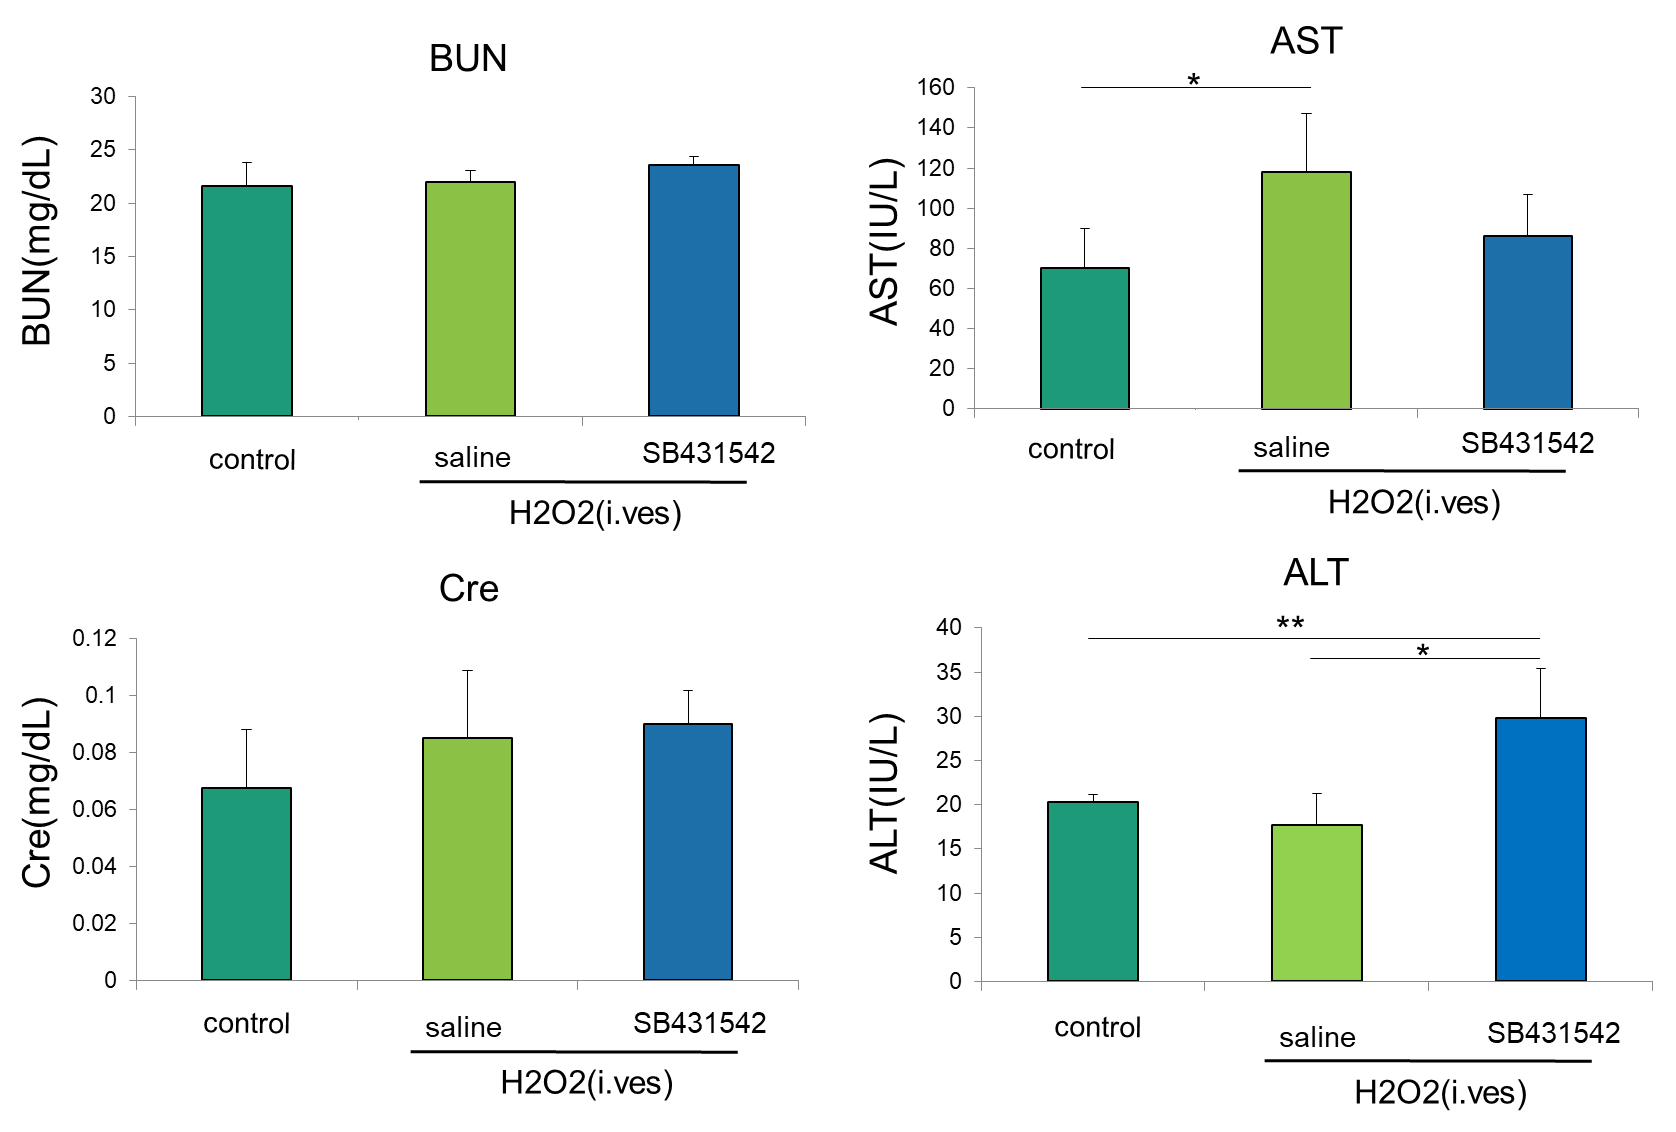
**

**S5 Fig. Biological toxicity in liver and kidney is not confirmed.**

Blood samples were collected for the assessment of liver and renal toxicity. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, SB431542: intravesical H₂O₂ injection+ intraperitoneal SB431542 injection, respectively n=4. Results are represented as means ± sd. *P<0.05. AST, aspartate aminotransferase; ALT, alanine aminotransferase; BUN, blood urea nitrogen; Cre, creatinine.

# Supplementary material for: TGF-β inhibitor treatment of H₂O₂-induced cystitis models provides biochemical mechanism for elucidating interstitial cystitis/painful bladder syndrome patients
**Source:** PLoS One. 2023 Nov 6;18(11):e0293983. doi: 10.1371/journal.pone.0293983
**Supplement:** S6 Fig — Bladder weight (mg) on post-instillation day 10. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, inhibitors(Repsox, SB431542, and SB505124): intravesical H₂O₂ injection+ intraperitoneal inhibitors injection, respectively n = 4. Chronological changes in whole body weight(g) on baseline, H₂O₂ pre-instillation day 0 and post-instillation day 4, 7. Results are represented as means ± sd. N.S.: no significant difference.

**S6 Fig.**

**
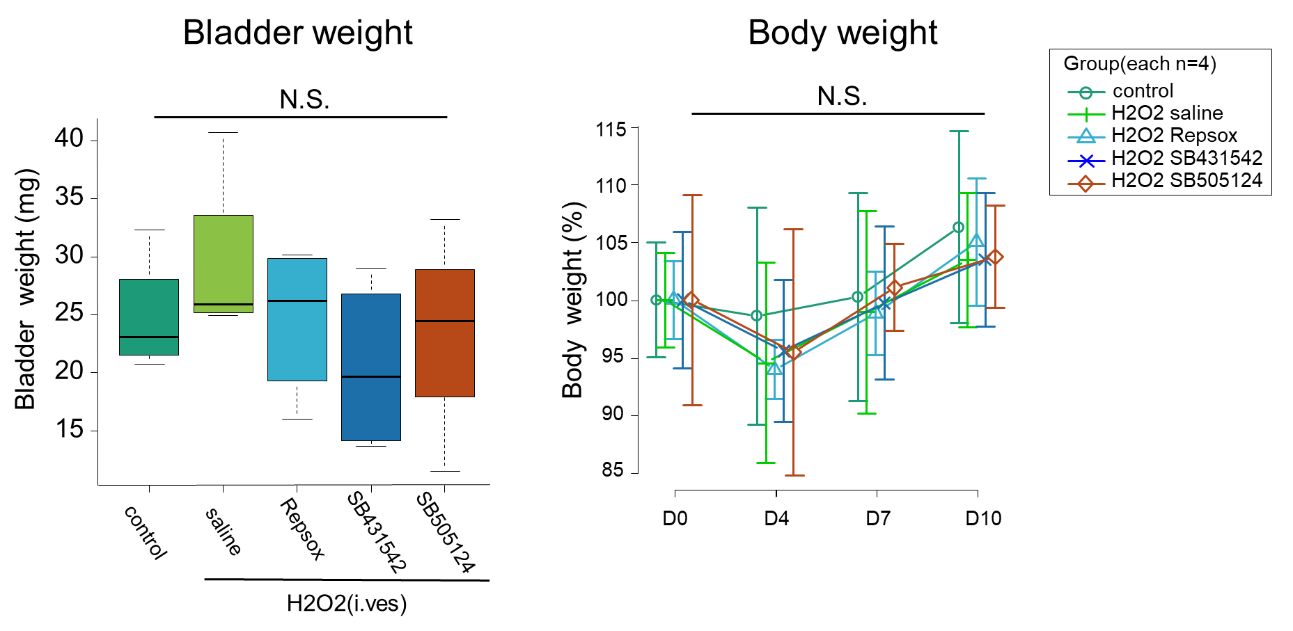
**

**S6 Fig. Body weight and bladder weight**

Bladder weight (mg) on post-instillation day 10. sham, H₂O₂: intravesical H₂O₂ injection+ intraperitoneal saline injection, inhibitors(Repsox, SB431542, and SB505124): intravesical H₂O₂ injection+ intraperitoneal inhibitors injection, respectively n=4. Chronological changes in whole body weight(g) on baseline, H₂O₂ pre-instillation day 0 and post-instillation day 4, 7. Results are represented as means ± sd. N.S.: no significant difference.

How the deposited data were processed for this re-analysis (not part of the article)

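RNA of 9 mouse bladder samples was used: 3 control, 3 H₂O₂/saline and 3 H₂O₂/SB431542 samples, all taken on day 10. The controls are labelled untreated in the deposited record and sham in the paper, and they were kept as 1 control group. The authors extracted total RNA from a hemisphere of the bladder, selected poly-A RNA, sequenced paired reads of 150 bp on an Illumina Novaseq and analysed them with strand NGS. The version, the aligner, the counting rule and the annotation are not given in the sources used here, and the genome build is GRCm39. The deposited table has 2 columns per library. The authors' raw columns, so marked in the file header, hold expected counts from the strand NGS analysis, not scaled. Of the nonzero values 32.0% are exactly whole numbers as stored, with no tolerance. The authors' normalized columns are on the log2 scale: the log2 of the raw count times 1 factor per library, with values below 1 set to 1 and the mean of each gene over the 9 libraries subtracted. The kind of factor is not given in the sources used here.

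The table lists 53342 genes, of which 19393 have no count in any library, and 103 symbols occur more than once and were kept apart by gene identifier. Totals run from 37329213 to 41055328 counts, and 21375 to 27384 genes have a count in a library. Expected counts were rounded to whole numbers and scaled with TMM factors of 0.910 to 1.07. edgeR's filterByExpr kept 19314 genes. All 9 libraries entered 1 edgeR quasi-likelihood fit with a mean for each group, and 3 comparisons were made: H₂O₂/saline against control, H₂O₂/SB431542 against H₂O₂/saline, and H₂O₂/SB431542 against control. P values were adjusted by Benjamini-Hochberg within each comparison. CPM values use the TMM factors. Principal components were computed on centred log2 CPM with a prior count of 2 over the tested genes. The position of a library is its projection on the line from the mean of control to the mean of H₂O₂/saline. Spearman's rho was taken over all genes between group means of normalized counts, and no p is attached to it because genes are not independent. With 3 against 3 libraries the smallest exact p of a single value per library is 0.1, so no such test was made.

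The 35 gene lists were written from general knowledge of the tissue and hold 507 entries, 502 of them found in the table. They cover immune cells and signals, epithelium and its barrier, matrix, muscle, vessels, nerves, cell division and other tissue that a bladder sample may contain. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, beside camera with an estimated correlation and fry. None of the lists that pass with the preset correlation pass with the estimated one. Members of a list were also counted after adjustment over the list alone. The genes of Fig 4D and S4 Fig were read from the pictures and are reported singly, since the study chose them on these samples. Genes named in the text are those the paper names, those past the threshold by rank of fold change, and members of the lists. Genes moved back are those past the threshold for H₂O₂ and past it in the other direction for SB431542. Their number without a drug effect came from 20 draws of simulated H₂O₂/SB431542 libraries, since both comparisons share the H₂O₂/saline libraries. These draws carry neither the link between libraries of equal replicate number described next nor any correlation between genes, so nothing is concluded from their range.

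Labels and paper do not say that libraries with the same replicate number belong together. The data do: after removing the group means, libraries of equal number correlated at 0.312, 0.119 and 0.112 for control with H₂O₂/saline and at 0.514, 0.201 and 0.129 for H₂O₂/saline with H₂O₂/SB431542. For control with H₂O₂/SB431542 the correlations were 0.321, 0.0399 and 0.0770. Deviations within a group cancel out, so a link among the replicate 1 libraries alone would also make the other values positive. They therefore do not show that numbers 2 and 3 are paired. Over the tested genes control 2 had a Spearman rho of 0.970 with H₂O₂/SB431542 3 and 0.963 with H₂O₂/SB431542 2, whereas H₂O₂/saline 2 had 0.965 and 0.968. The planned fit with the replicate number as a block treats all 3 numbers as paired and stands beside the main values of the first 2 comparisons.

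Alternatives planned beforehand were DESeq2, limma-voom, DESeq2 size factors, upper-quartile scaling, no filter, at least 10 counts in every library, a 2-fold limit, only the 2 groups compared, the replicate block and leaving out each library in turn. Leaving out a library, fitting 2 groups or fitting 2 replicates kept the gene filter of the main setting. Added after seeing the data were replicates 2 and 3 only, replicate 1 as a covariate, limma on the authors' normalized log2 values, and tests of genes that the table links directly to GO terms. These cover 21735 genes with a GO accession. The hierarchy of GO was not used here. The pipeline was tested on simulated data with 200 changed genes: 114 to 120 genes were called per comparison, 3 to 5 of them wrongly. At 4-fold, 52%, 66% and 62% of the changed genes were found in the 3 comparisons, and at 16-fold 82%, 78% and 80%. Of 10 lists shifted by 2-fold, 10, 9 and 10 were found, with 2, 0 and 4 other lists called. The simulated genes were drawn independently of each other, and no library was made to stand apart from its group. In the real H₂O₂/saline against control comparison, estimated correlations ran from −0.114 (neuron markers) to 0.943 (erythrocyte markers). Interferon-induced genes had 0.528 and cell cycle genes 0.863. The simulated lists therefore cannot show how often the preset correlation calls such lists wrongly. Software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 for the figure. RT-qPCR, voiding and histology were not analysed here.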

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

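The tests of a mislabelled library, of a shift shared by replicate 1, of a smaller response and of a neighbouring gene were chosen, and some of them changed, only after the result was seen. The paper does not treat the following genes, and each passed edgeR's test. In H₂O₂/saline against control the log2 fold changes were 3.34 for *Aarsd1*, 3.32 for *Oas1a*, 3.03 for *Galnt14*, 2.63 for *Irf7* and 2.39 for *Atg9b*. They were 2.09 for *Cdkn1a*, 2.04 for *Padi4*, 1.96 for *Ccl9*, 1.82 for *Krt15* and −1.81 for *Galnt2*, with standard errors from 0.21 to 0.43. In H₂O₂/SB431542 against control, *Atg9b* had 3.21, *Aarsd1* 3.12 and *Galnt2* −1.73. Of 20 alternatives, 18 keep *Aarsd1* for H₂O₂, 15 *Galnt2*, 14 *Ccl9* and *Oas1a*, 13 *Atg9b*, *Irf7*, *Padi4* and *Cdkn1a*, and 12 *Galnt14* and *Krt15*. The calls are lost above all when a library is left out: without control 2 or control 3 edgeR calls 0 genes for H₂O₂, and without H₂O₂/saline 2 or H₂O₂/saline 3 it calls 1. Against control in H₂O₂/SB431542, *Galnt2* is lost without any control or any H₂O₂/SB431542 library, and *Atg9b* without control 3. On the authors' normalized values only 1 of the 3 genes called in that comparison is kept.

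Regrouping the 6 libraries of a comparison into other groups of 3 gives 10 splits, too few for a share under 0.05. For H₂O₂ the true split calls 10 genes and the highest other 1, so 1 of 10 splits is as large, and for lists it calls 20 and the highest other 22, so 2 are as large. For SB431542 against H₂O₂/saline the true split calls 0 genes and the highest other 55; with a true count of 0 all 10 splits are as large by construction, which says nothing about chance. It calls 7 lists against 19, with 4 as large. The split with 55 genes puts H₂O₂/saline 1 with H₂O₂/SB431542 1 and H₂O₂/SB431542 3, which points to a structure of the samples that runs across the groups. For H₂O₂/SB431542 against control the true split calls 3 genes and the highest other 1 (1 as large), and 15 lists against 15 (2 as large). Among the splits that also part all 3 pairs of equal replicate number, the others call 0 genes and 0, 4 and 17 lists for H₂O₂, and 0 genes and 0, 1 and 11 lists for SB431542.

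H₂O₂/saline 1 lies near the controls, and leaving it out raises the genes called for H₂O₂ from 10 to 1822. For a few dominant genes as the cause, its position on the axis to H₂O₂/saline 2 and 3 is 0.197 with and without its 10 most counted genes. That position is taken over 19314 genes after TMM scaling, so 10 genes could hardly move it, and nothing is concluded from it. An additive shift, equal in all replicate 1 libraries, would leave the step to H₂O₂ as large as in the others. As the cause of this position it is argued against. Within replicate 1 the step to H₂O₂ has a slope of 0.147 on held-out fold changes, where replicates 2 and 3 have 0.569 and 0.673. The replicate 1 libraries do share features, as on component 2, and a shared cause that shrinks the step was not tested. A smaller response in both treated mice of replicate 1 may account for the nearness to the controls. The slope of H₂O₂/SB431542 1 is 0.380 times the mean of H₂O₂/SB431542 2 and 3, at 0.146 against 0.354 and 0.414. A mislabelled library stays open. Over 449 genes that separate H₂O₂/SB431542 from control, H₂O₂/saline 1 lies at a median of 0.514 (quartiles 0.247 to 0.875). That is between control 1 at 0.253 (−0.0178 to 0.705) and H₂O₂/SB431542 1 at 0.586. *Galnt2*, *Aarsd1* and *Atg9b* run against a swap with a control, at 27.8, 26.7 and 8.50 CPM in H₂O₂/saline 1. The controls have 87.3 to 106, 1.35 to 3.41 and 1.35 to 1.96. But 3 genes do not settle it. They were called with H₂O₂/saline 1 among the H₂O₂ libraries, which favours genes where that library differs from control. A swap with H₂O₂/SB431542 is untouched by them. The mislabelling test went through 4 versions, and the first, on the 83 genes called without H₂O₂/saline 1, argued against a wrong label. The paper's RT-qPCR of *Trpa1*, *Il1b*, *Krt13*, *Krt6a* and *Col7a1* and its stained fibrosis area run the way the group labels say, which does not settle the label of 1 library. A different piece of tissue stays open too and was not tested: adipocyte markers lie 4.17, 3.63 and 2.08 above the control mean in the 3 replicate 1 libraries and below it in the other 6.

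*Aarsd1* rises in both H₂O₂ groups, by 3.34 (SE 0.34) and 3.12 (SE 0.34). Reads shared with its neighbour *Ptges3l* are argued against, since that gene has 0.23 (SE 0.34, adjusted p = 0.792 with edgeR). A genetic difference between the control and the treated mice might give the same pattern and stays open, as does a response to H₂O₂; neither was tested. Both calls are lost without control 2 or control 3, and that against control in H₂O₂/SB431542 also without H₂O₂/SB431542 2.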

How the results depend on the processing

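Replicates 2 and 3 only, replicate 1 as a covariate and the authors' normalized values were chosen only after the result was seen; the other settings were planned. For H₂O₂/saline against control, edgeR's 10 genes become 1384 with DESeq2, 1579 with no filter, 323 with at least 10 counts in every library, 925 with the replicate block and 4 with only the 2 groups. They become 2521 with replicates 2 and 3 only and 1330 with replicate 1 as a covariate; limma-voom gives 7, DESeq2 size factors and the upper quartile 12 each, and the authors' values 7. Leaving out a library gives 0 (control 2, control 3) to 1822 (H₂O₂/saline 1), with 252 without control 1, 1 without H₂O₂/saline 2 or H₂O₂/saline 3, and 33, 5 and 8 without H₂O₂/SB431542 1, 2 and 3.

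For H₂O₂/SB431542 against H₂O₂/saline, 0 genes become 34 with DESeq2, 274 with no filter, 1 with only the 2 groups, 234 with replicates 2 and 3 only, 4 with the covariate and 2 with the authors' values. Limma-voom, the scalings, the block and the 10-count minimum give 0. Leaving out a library gives 0 to 197, the highest without H₂O₂/saline 1. For H₂O₂/SB431542 against control, 3 genes become 174 with DESeq2, 5 with the upper quartile, 439 with no filter, 6 with the 10-count minimum, 23 with only the 2 groups, 35 with the block, 449 with replicates 2 and 3 only and 70 with the covariate. Leaving out a library gives 0 (control 3) to 83 (H₂O₂/saline 1). Genes moved back go from 0 to 21 with DESeq2, 211 with no filter, 212 with replicates 2 and 3 only, 3 with the covariate and 2 with the authors' values. Leaving out a library gives 0 to 189, the highest without H₂O₂/saline 1.

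Lists called for H₂O₂/SB431542 against H₂O₂/saline go from 7 to 12 with DESeq2, 13 with no filter and 15 with replicates 2 and 3 only, and to 5 to 13 without 1 library. For H₂O₂/saline against control they stay at 18 to 21 without 1 library (20 with all), and for H₂O₂/SB431542 against control at 12 to 18 (15 with all). With an estimated correlation no list is called in any comparison, and fry calls 4, 0 and 0, or 20, 11 and 10 with replicates 2 and 3 alone. The replicate block moves no other count by more than 1.5 times.

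Component 1 holds 34.4% in the main setting, 27.7% with scaled genes, 51.5% with the 500 most variable genes, 27.8% with no filter and 41.0% with replicates 2 and 3 only, and 32.0% to 38.6% without 1 library. The position of H₂O₂/SB431542 ranges from 0.355 (without H₂O₂/saline 1) to 0.603. Spearman's rho of control and H₂O₂/saline is 0.968 over filtered genes, 0.989 as Pearson r of log2 means, 0.869 squared, 0.911 with replicates 2 and 3 only, and 0.912 to 0.932 without 1 library. For control and H₂O₂/SB431542 the same settings give 0.982, 0.995, 0.875, 0.922 and 0.921 to 0.936, and 0.842 over changed genes only. For H₂O₂/SB431542 and H₂O₂/saline they give 0.983, 0.995, 0.878, 0.919 and 0.913 to 0.937, and 0.915 over changed genes. Among the single genes and lists reported, DESeq2 adds 41 calls and loses 1, no filter adds 53, the replicate block adds 25, replicates 2 and 3 only add 61 and lose 3, and leaving out H₂O₂/saline 1 adds 46 and loses 2. Leaving out control 2, control 3, H₂O₂/saline 2 or H₂O₂/saline 3 loses 14, 16, 13 and 11 calls. For no gene or list named here did a change that passed the test in one setting pass it in the other direction in another.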

Differences from the paper's values

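The single-library correlations and the distances of the Fig 4D genes were chosen only after the result was seen; the other settings below were planned. For control and H₂O₂/saline, Spearman's rho over all genes is 0.932 here and the paper's value is 0.765, printed as R2 like the other 2 and named Spearman's ρ only in the figure legend, and every planned setting differs from the paper's value, from 0.869 for the square to 0.989 for Pearson r of log2 means. For H₂O₂/SB431542 and H₂O₂/saline it is 0.937 here and 0.878 in the paper. The square of rho, 0.878, closes this gap and would match the label R2, but it moves control and H₂O₂/SB431542 to 0.875, away from the paper's 0.932, and leaves control and H₂O₂/saline apart; filtered genes (0.983), Pearson r (0.995), changed genes only (0.915), raw means (0.937) and leaving out any library do not. For control and H₂O₂/SB431542 the value here, 0.936, does not differ from the paper's 0.932. All genes here include 19393 with no count in any library. These tie in every group and raise rho, and leaving out only them was not tried.

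The order of the groups differs as well. Group means put H₂O₂/SB431542 with H₂O₂/saline highest here, whereas the paper puts control with H₂O₂/SB431542 highest, by 0.932 to 0.878. Leaving out H₂O₂/saline 1 (0.936 against 0.913), H₂O₂/saline 2 (0.936 against 0.934) or H₂O₂/SB431542 2 (0.935 against 0.934) puts control with H₂O₂/SB431542 first. So do replicates 2 and 3 alone (0.922 against 0.919), chosen after the result was seen, and the means over pairs of single libraries (0.910 against 0.905). Control with H₂O₂/saline is lowest here and in the paper, but highest here without H₂O₂/SB431542 1 (0.932 against 0.927 and 0.929). Over the 10 changed genes alone it is also highest (0.927 against 0.842 and 0.915). Those genes were picked for their changes in these libraries, so nothing is concluded from that order.

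Principal component 2 holds 16.7% here and 29.43% in the paper. Scaling each gene (23.0%) and leaving out H₂O₂/saline 2 (20.0%) or H₂O₂/saline 3 (21.5%) narrow the gap to less than counts as a difference here; the 500 most variable genes (15.9%), DESeq2 size factors (16.8%), a prior count of 0.5 (16.4%), no filter (16.2%) and leaving out any other library do not. Percentages count as different where one is more than 1.5 times the other, and a rho where it lies further from the paper's than the SD over pairs of single libraries (0.00681 to 0.0128). By that rule components 1 and 3 do not differ, at 34.4% and 12.7% here against the paper's 35.67% and 16.45%.

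The paper describes the keratin and collagen heat maps of control and H₂O₂/SB431542 as similar. On group means in log2 CPM H₂O₂/SB431542 is nearer H₂O₂/saline for both here. For the keratins this turns without H₂O₂/saline 1 or H₂O₂/SB431542 2, and for the collagens with no library left out. The order depends on the log2 scale. In CPM itself the means of *Krt13*, *Krt6a*, *Krt19*, *Krt7* and *Col7a1* lie nearer control, and that of *Col17a1* nearer H₂O₂/saline. The paper's RT-qPCR also gave lower *Krt13*, *Krt6a* and *Col7a1* with SB431542. For *Upk3b* the paper's order of raw means, H₂O₂/saline below H₂O₂/SB431542, holds as counted (37589.8 against 39986) and turns after TMM scaling (39413 against 37638). The raw means read from the S4 figure for *Upk1a*, *Upk3a*, *Cldn8*, *Hyal1* and *Xylt2* do not differ from those here. The paper states a difference for *Xylt2*, which has −0.07 and 0.12 for H₂O₂ and SB431542 here (adjusted p = 0.880 and 0.880 with edgeR). It also ranks the immune difference between control and H₂O₂/SB431542 below that between control and H₂O₂/saline by p. With the preset correlation the p here has that order for MHC class II genes, macrophage, neutrophil, mast cell, T cell and B cell markers and cytokines. The GO terms immune response, inflammatory response, neutrophil chemotaxis, chemotaxis, leukocyte migration, cell chemotaxis and defense response have it too. It is lower for control against H₂O₂/SB431542 for interferon-induced genes, chemokines and the GO terms immune system process and innate immune response. With an estimated correlation none of these pass, and the order of the adjusted p turns for some. MHC class II genes and cytokines then have 0.188 for H₂O₂/saline and 0.138 for H₂O₂/SB431542 against control. Immune system process has 0.142 and 0.162, and innate immune response 0.142 and 0.219.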

Other observations

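The tests of tissue composition in this part were chosen only after the result was seen. Genes of basal and of stratified epithelium rose after H₂O₂, mostly in H₂O₂/saline 2 and 3. *Krt5* and *Krt14* mark basal cells, and *Aurka* and *Cdk1* drive cell division. Basal urothelial genes rose in H₂O₂/saline against control (median log2 fold change 1.37, camera adjusted p = 4.94e-08, 0.188 with an estimated correlation) and stayed high in H₂O₂/SB431542 (1.09, adjusted p = 1.02e-12, 0.0655 with an estimated correlation). Between H₂O₂/SB431542 and H₂O₂/saline they did not pass the test (−0.24, 0.701), except in replicates 2 and 3 alone (0.0123), where they fall. Stratified squamous genes rose with H₂O₂ too (1.73, adjusted p = 1.73e-05, 0.188 with an estimated correlation). Between H₂O₂/SB431542 and H₂O₂/saline they are not called (−0.41, 0.102) but fall with DESeq2, with no filter, without H₂O₂/saline 1, H₂O₂/SB431542 2 or H₂O₂/SB431542 3, and in replicates 2 and 3 alone. In H₂O₂/saline 1 to 3 the basal list lay at 0.18, 1.59 and 1.37 relative to the control mean and the squamous list at 0.37, 2.24 and 2.08. *Krt5* had 1612 ± 765, 4164 ± 315 and 3427 ± 818 CPM in control, H₂O₂/saline and H₂O₂/SB431542 (n = 3). Cell cycle genes rose with H₂O₂ (2.26, adjusted p = 2.69e-07, 0.295 with an estimated correlation) and fell with SB431542, all 15 of them negative (−1.45, adjusted p = 7.22e-05, 0.645 with an estimated correlation). Their medians relative to the control mean were −0.28, 3.20 and 2.73 in H₂O₂/saline 1 to 3 and −1.09, 1.33 and −0.06 in the controls. So H₂O₂/saline 1 lies below control 2, though above control 1. H₂O₂/SB431542 1 to 3 lay at 0.10, 1.92 and 0.85, all above H₂O₂/saline 1, so the fall with SB431542 rests on H₂O₂/saline 2 and 3. *Aurka* had 2.27 ± 0.732, 10.9 ± 7.06 and 3.14 ± 0.472 CPM (2.26 and −1.79, adjusted p = 0.0679 and 0.528 with edgeR), and *Cdk1* 2.05 ± 1.91, 15.6 ± 12.7 and 3.46 ± 2.10. The fit blocked on replicate number calls *Krt5*, *Krt14*, *Aurka* and *Cdk1* higher for H₂O₂.

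Immediate early genes, which cells switch on within minutes of a stimulus, followed the cell cycle genes: up with H₂O₂ (1.71, adjusted p = 9.14e-07, 0.271 with an estimated correlation) and down with SB431542, all 12 negative (−0.97, 7.61e-05, 0.645 with an estimated correlation). *Fos* had 19.3 ± 13.4, 89.3 ± 57.1 and 33.5 ± 15.4 CPM in control, H₂O₂/saline and H₂O₂/SB431542. Relative to the control mean the list lay at −0.02, 2.40 and 2.15 in H₂O₂/saline 1 to 3 and at 0.12, 0.41 and 0.52 in H₂O₂/SB431542 1 to 3. Here too the fall rests on H₂O₂/saline 2 and 3. Smooth muscle genes fell in both H₂O₂ groups (−0.50 and −0.53, adjusted p = 2.57e-05 and 2.90e-06, 0.296 and 0.406 with an estimated correlation) and did not pass the test with SB431542 (0.497). Control 1 lies at −0.64, below every library of both H₂O₂ groups (−0.57 to −0.31), and controls 2 and 3 at 0.47 and 0.22, so the fall rests on controls 2 and 3. *Synpo2* and *Myh11*, parts of the contractile apparatus, had 682 ± 237 and 3829 ± 1803 CPM in control, 297 ± 61.3 and 1849.6 ± 236 in H₂O₂/saline, and 457 ± 109 and 2414 ± 307 in H₂O₂/SB431542. Endothelial markers rose with H₂O₂ (0.67, adjusted p = 0.00297, 0.295 with an estimated correlation) and fell with SB431542 (−0.44, 0.00925, 0.645 with an estimated correlation). The fall is no longer called without H₂O₂/saline 2 or H₂O₂/saline 3. Oxidative stress genes did not shift as a list with H₂O₂ (adjusted p = 0.542), although *Gpx2*, which breaks down peroxides, had 37.3 ± 7.60, 226 ± 157 and 119 ± 72.3 CPM (2.60, adjusted p = 0.0679 with edgeR). With the replicate block *Gpx2* is called higher and *Synpo2* lower for H₂O₂.

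Basal genes that rise after H₂O₂ could reflect more urothelium in the sample or less muscle. More urothelium with all its layers in the same proportion is argued against by the uroplakins of the same epithelium. They have a median of −0.51 (quartiles −0.83 to 0.12), and the basal genes have quartiles of 0.78 to 1.89. More of the deeper layers is not tested this way, because uroplakins belong to the superficial cells. Of other epithelial genes, *Cdh1* and *Cldn4* had higher means after H₂O₂, and *Cldn8* and *Tjp1* lower ones. Less smooth muscle would raise both alike and is argued against as the only cause, the uroplakin median lying −1.88 from the basal one. The smooth muscle list itself fell (−0.50), so a part played by it stays open. A change of state of the epithelium, more of its deeper layers and a loss of its superficial cells stay open too, and no count of cells was used here.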
